# Niche-mediated depletion of the normal hematopoietic stem cell reservoir by Flt3-ITD–induced myeloproliferation

**DOI:** 10.1084/jem.20161418

**Published:** 2017-07-03

**Authors:** Adam J. Mead, Wen Hao Neo, Nikolaos Barkas, Sahoko Matsuoka, Alice Giustacchini, Raffaella Facchini, Supat Thongjuea, Lauren Jamieson, Christopher A.G. Booth, Nicholas Fordham, Cristina Di Genua, Deborah Atkinson, Onima Chowdhury, Emmanouela Repapi, Nicki Gray, Shabnam Kharazi, Sally-Ann Clark, Tiphaine Bouriez, Petter Woll, Toshio Suda, Claus Nerlov, Sten Eirik W. Jacobsen

## Abstract

Although previous studies suggested that the expression of FMS-like tyrosine kinase 3 (Flt3) initiates downstream of mouse hematopoietic stem cells (HSCs), *FLT3* internal tandem duplications (*FLT3* ITDs) have recently been suggested to intrinsically suppress HSCs. Herein, single-cell interrogation found *Flt3* mRNA expression to be absent in the large majority of phenotypic HSCs, with a strong negative correlation between *Flt3* and HSC-associated gene expression. Flt3-ITD knock-in mice showed reduced numbers of phenotypic HSCs, with an even more severe loss of long-term repopulating HSCs, likely reflecting the presence of non-HSCs within the phenotypic HSC compartment. Competitive transplantation experiments established that Flt3-ITD compromises HSCs through an extrinsically mediated mechanism of disrupting HSC-supporting bone marrow stromal cells, with reduced numbers of endothelial and mesenchymal stromal cells showing increased inflammation-associated gene expression. Tumor necrosis factor (TNF), a cell-extrinsic potent negative regulator of HSCs, was overexpressed in bone marrow niche cells from FLT3-ITD mice, and anti-TNF treatment partially rescued the HSC phenotype. These findings, which establish that Flt3-ITD–driven myeloproliferation results in cell-extrinsic suppression of the normal HSC reservoir, are of relevance for several aspects of acute myeloid leukemia biology.

## Abstract (precis)

Flt3 expression is absent in the large majority of phenotypic hematopoietic stem cells (HSCs). Mead et al. show that FLT3-ITD–driven myeloproliferation causes cell-extrinsic suppression of the normal HSC reservoir through disruption of HSC-supporting BM stromal cells, including overexpression of TNF.

## Introduction

Suppression and collapse of normal blood cell replenishment underlies the severe morbidity and high mortality accompanying many hematologic malignancies, including acute myeloid leukemia (AML; Löwenberg et al., 1999). However, the intrinsic and extrinsic cellular and molecular mechanisms responsible for this suppression of normal hematopoiesis remain to be established and are of critical importance toward development of improved and targeted therapies.

Studies of the surface expression and function of FMS-like tyrosine kinase 3 (Flt3) have provided fundamental insights into its role in normal hematopoiesis (Luc et al., 2007; Boyer et al., 2012). Within the hematopoietic progenitor compartment, expression of Flt3 is present in multipotent progenitors (MPPs), including lymphoid-primed MPPs (LMPPs; Adolfsson et al., 2001, 2005; Boyer et al., 2011; Buza-Vidas et al., 2011) and early lymphoid (Luc et al., 2012) and myeloid (Böiers et al., 2010) progenitor populations. Genetic knockout approaches established an important role for Flt3 in the maintenance of these early progenitor cell populations (Sitnicka et al., 2002; Böiers et al., 2010). In contrast, up-regulation of surface expression of Flt3 marks loss of self-renewal of mouse hematopoietic stem cells (HSCs; Adolfsson et al., 2001; Christensen and Weissman, 2001), and importantly, genetic knockout studies of *Flt3*, or its ligand, have demonstrated no significant impact of loss of Flt3 on the normal HSC compartment (Buza-Vidas et al., 2009). Moreover, lineage-tracing experiments demonstrated that although *Flt3* transcriptional expression first occurs in a minor population of cells within the phenotypic HSC compartment, these cells in fact lack self-renewal capability and therefore represent progenitors rather than bona fide HSCs (Boyer et al., 2011, 2012; Buza-Vidas et al., 2011). Those results highlight the well-recognized heterogeneity of the phenotypic HSC compartment, which in addition to genuine HSCs contains non-HSC progenitors, marked in part by expression of *Flt3* transcript (Purton and Scadden, 2007; Boyer et al., 2011; Buza-Vidas et al., 2011).

Constitutively activating internal tandem duplications (ITDs) of *FLT3* are one of the most common, recurrent somatic mutations found in patients with AML (Meshinchi and Appelbaum, 2009). Although *FLT3* ITDs often occur as a secondary mutation (Gale et al., 2008), there are also cases in which they clearly originate in the founding leukemic clone (Ding et al., 2012), and it is clear that *FLT3* ITDs act as a potent driver mutation (Smith et al., 2012) and confer a poor outcome because of high relapse risk (Gale et al., 2008). Thus, it is of considerable importance to understand which cells propagate FLT3-ITD–associated myeloid disease and how these cells contribute to clonal dominance over normal hematopoietic cells to result in the hematopoietic suppression typically observed in patients (Löwenberg et al., 1999). Although *FLT3-ITD* mutations are present in the primitive human CD34^+^CD38^−^ stem/progenitor cell compartment, including LMPP-like cells (Levis et al., 2005; Goardon et al., 2011; Mead et al., 2013), *FLT3* ITDs appear to be absent in the majority of “preleukemic” HSCs in patients with FLT3-ITD AML (Jan et al., 2012). However, in a recent study of Flt3-ITD knock-in mice in which phenotypic HSCs were reduced, *Flt3* mRNA was found to be expressed in the phenotypically defined HSC compartment when analyzed at the cell population level (Chu et al., 2012), and based on this and other findings, it was concluded that a HSC-intrinsic mechanism is responsible for the observed HSC suppression in Flt3-ITD mice (Chu et al., 2012). Importantly, this implicates a previously unrecognized HSC-intrinsic role for Flt3 and Flt3-ITD in governing the dynamics of the HSC compartment and potentially radically revises our understanding of the role of Flt3 in normal hematopoiesis and the impact of FLT3-ITDs on HSCs in hematologic malignancies.

Because a definitive description of the heterogeneous expression pattern of Flt3 is important for understanding the physiological role of the receptor and the potential intrinsic impact of Flt3-ITD in HSC homeostasis, we herein explored *Flt3* expression at the transcriptional and protein levels in the phenotypically defined HSC compartment at the single-cell level. We then explored whether the observed HSC suppression in Flt3-ITD mice might rather involve an HSC-extrinsic mechanism, including an impact on components of the HSC niche.

## Results

### *Flt3* mRNA is expressed only in a small and distinct subset of phenotypically defined mouse HSCs

We first sought to investigate heterogeneity of Flt3 expression in phenotypically defined HSCs, by determining the relationship between *Flt3* mRNA and cell-surface Flt3 protein expression at the single-cell level. Index FACS of 90 WT (*Flt3^+/+^*) Lin^−^Sca1^+^Kit^+^ (LSK) cells (Fig. 1 A), encompassing all HSCs as well as distinct subpopulations of MPPs, showed a significant correlation between surface Flt3 protein and *Flt3* mRNA expression in the same single cells (Fig. 1 B; P < 0.001). All 28 LSK cells within the stringent phenotypic HSC compartment (LSKCD150^+^48^−^) clearly showed much lower expression of both Flt3 protein and *Flt3* mRNA than other LSK cells (Fig. 1 C). Gene expression analysis of 120 single LSKCD150^+^48^−^ cells and 126 single LSK cells not residing in the LSKCD150^+^48^−^ HSC compartment showed that as many as 72% of LSKCD150^+^48^−^ cells did not express any detectable *Flt3* at the single-cell level as opposed to only 13% of other (MPP) LSK cells (Fig. 1 C; P < 0.001). Moreover, the minority of phenotypic HSCs expressing *Flt3* mRNA did so at a much lower level than did other (MPP) LSK cells (Fig. 1 C; P < 0.001). Single-cell gene expression analysis of HSCs stratified according to presence (*n* = 33) or absence (*n* = 87) of *Flt3* expression revealed reduced frequencies and/or levels of expression of key stem cell–associated genes (*Vwf*, *Slamf1*, and *Gata3;* Fig. 1 D) in *Flt3* mRNA–positive cells. Indeed, only 7 of 55 (13%) *Vwf*-expressing LSKCD150^+^48^−^ HSCs, which reside at the apex of the hematopoietic hierarchy (Sanjuan-Pla et al., 2013), showed detectable *Flt3* mRNA expression. Further, *Flt3* mRNA–negative HSCs showed reduced *Cd34* mRNA expression, characteristic of adult mouse HSCs (Osawa et al., 1996; P = 0.05; Fig. 1 E), with strong correlation between *Flt3* and *Cd34* mRNA expression in LSK cells (P < 0.001, Fig. 1 F). Together, these findings support that within the phenotypic HSC compartment, expression of *Flt3* mRNA correlates with loss of HSC-associated gene expression programs. Importantly, gene expression of single LSKCD150^+^48^−^ cells captured in nanofluidic reaction chambers (Fig. 1 G), with sensitivity for gene expression detection to the single-molecule level (Wu et al., 2014), showed that 12 of 17 (71%) captured LSKCD150^+^48^−^ cells did not express any *Flt3* mRNA, supporting that the absence of *Flt3* expression is unlikely to represent a lack of sensitivity of the assay.

**Figure 1.**
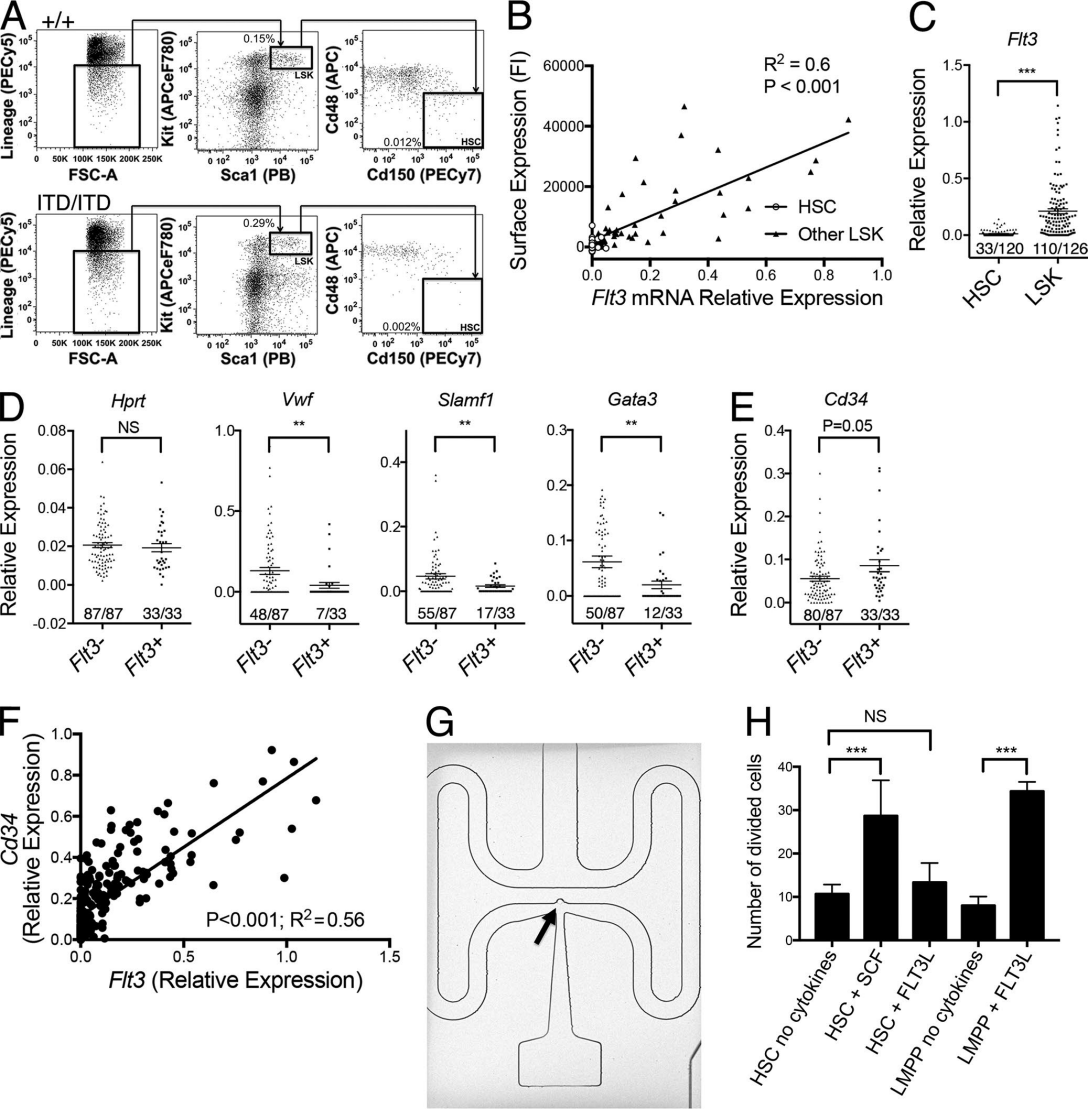
**Single-cell analysis of the phenotypic HSC compartment.** (A) Representative flow cytometry–based analysis and quantification of LSK cells and phenotypic (LSKCD150^+^CD48^−^) HSCs in 8–10-wk-old *Flt3^+/+^* and *Flt3^ITD/ITD^* mice. Shown are the mean values for the frequencies (percentage of total BM cells) of the indicated population across all experiments (+/+, *n* = 31 mice; ITD/ITD, *n* = 23 mice). (B) Correlation of Flt3 protein cell-surface expression (fluorescence intensity; FI) and *Flt3* relative mRNA gene expression level in 28 phenotypic (LSKCD150^+^48^−^) HSCs (open circles) and 62 single non-HSC LSK cells (filled triangles) from two 8-wk-old *Flt3^+/+^* mice. P-value represents Pearson correlation coefficient. (C) *Flt3* relative mRNA gene expression level in 120 LSKCD150^+^48^−^ HSCs and 126 single non-HSC LSK cells from 8-wk-old *Flt3^+/+^* mice (*n* = 5 mice). P-value at the top of the graph represents unpaired *t* test; the *x*/*y* figures beneath each dot plot indicate the number of cells demonstrating amplification for indicated gene (*x*) and total numbers of cells analyzed (*y*). (D) Relative mRNA gene expression level of *Hprt*, *Vwf*, *Slamf1*, and *Gata3* in 120 LSKCD150^+^48^−^ HSCs from 8-wk-old *Flt3^+/+^* mice stratified according to presence (*n* = 33) or absence (*n* = 87) of *Flt3* expression (*n* = 5 mice). (E) Relative mRNA gene expression level of *Cd34* in 120 LSKCD150^+^48^−^ HSCs from 8-wk-old *Flt3^+/+^* mice stratified according to presence (*n* = 33) or absence (*n* = 87) of *Flt3* expression (*n* = 5 mice). (F) Correlation of *Flt3* and *Cd34* relative mRNA gene expression level in 120 phenotypic HSCs and 126 single non-HSC LSKs from 8-wk-old *Flt3^+/+^* mice (*n* = 5 mice). (G) Single mouse phenotypic HSC (arrow) captured in a 4.5-nl reaction chamber for single-cell gene expression analysis (representative image from one experiment). (H) Number of cells undergoing cell division after incubation of 180 single LSKCD150^+^48^−^ HSCs or LSKFlt3^high^ LMPPs under the indicated conditions for 5 d followed by culture in a full cytokine cocktail (see Materials and Methods) for a further 10 d. SCF indicates stem cell factor, and FLT3L indicates FLT3 ligand. Three independent experiments with 60 cells per experiment. P-values represent χ^2^ analysis comparing frequency of cells undergoing cell division of a total of 180 plated cells in the three experiments. Data are shown as mean (SEM) values. **, P < 0.01; ***, P < 0.001. NS, not significant.

To confirm that LSKCD150^+^48^−^ cells were not functionally responsive to FLT3 ligand (FLT3L), we cultured single LSKCD150^+^48^−^ cells in the absence of cytokines or in the presence of FLT3L or stem cell factor (SCF), the ligand for c-kit shown to be highly expressed on HSCs (Ikuta and Weissman, 1992). Importantly, both of these cytokines have been shown to act as potent viability factors for stem and progenitor cells expressing the corresponding receptors (Veiby et al., 1996). After a 5-d preincubation period, we added a strongly proliferative cytokine cocktail to promote the proliferation of cells that had survived the preincubation period, thereby assessing the ability of SCF and FLT3L to act as viability factors for LSKCD150^+^48^−^-enriched HSCs. In agreement with previous studies (Yang et al., 2005), SCF markedly promoted the survival of LSKCD150^+^48^−^-enriched HSCs (Fig. 1 H). In marked contrast, FLT3L had no ability to enhance survival of LSKCD150^+^48^−^ cells, although in agreement with previous studies (Adolfsson et al., 2001), it potently enhanced survival of LSKFlt3^high^ LMPPs (Fig. 1 H). Together, these data along with previous studies (Adolfsson et al., 2001; Christensen and Weissman, 2001; Boyer et al., 2011, 2012; Buza-Vidas et al., 2011), provide several lines of evidence supporting that Flt3 is not expressed at functionally relevant levels in bona fide mouse HSCs.

### Flt3-ITD–induced myeloproliferation results in a progressive loss of *Flt3* mRNA–negative HSCs

Despite the expansion of LSK cells in Flt3-ITD mice (Lee et al., 2007; Kharazi et al., 2011), there was a gene dosage–dependent reduction of LSKCD150^+^48^−^ phenotypic HSCs in the BM of Flt3-ITD mice (Fig. 2 A; P < 0.001) that paralleled the increased severity of myeloproliferation in homozygous mice (Kharazi et al., 2011). The loss of phenotypic HSCs in *Flt3^ITD/ITD^* mice occurred progressively and in parallel to the development of myeloproliferation (Lee et al., 2007), with a mild HSC phenotype already apparent in 2-wk-old mice (Fig. 2 B); notably, LSKCD150^+^48^−^ cells were present at normal numbers in Flt3-ITD fetal livers (FLs) before the development of overt myeloid disease (Fig. 2 C; Mead et al., 2013). Transplantation of 500,000 BM cells from 8–10-wk-old *Flt3^+/+^* or *Flt3^ITD/ITD^* (CD45.2) mice together with 200,000 WT (CD45.1) BM cells showed a profound loss of functional/repopulating HSCs as defined by multilineage reconstitution (Fig. 2 D). Because 500,000 *Flt3^ITD/ITD^* BM cells will include 10–15 phenotypic HSCs for each recipient mouse, the failure to observe significant engraftment in any recipient mouse (*n* = 15) was surprising. Furthermore, transplantation of large numbers of cells purified from the expanded progenitor populations also failed to sustain long-term *Flt3^ITD/ITD^* myeloproliferation (Fig. 2 E). Together, these data support that the BM of *Flt3^ITD/ITD^* mice contains very few long-term repopulating HSCs.

**Figure 2.**
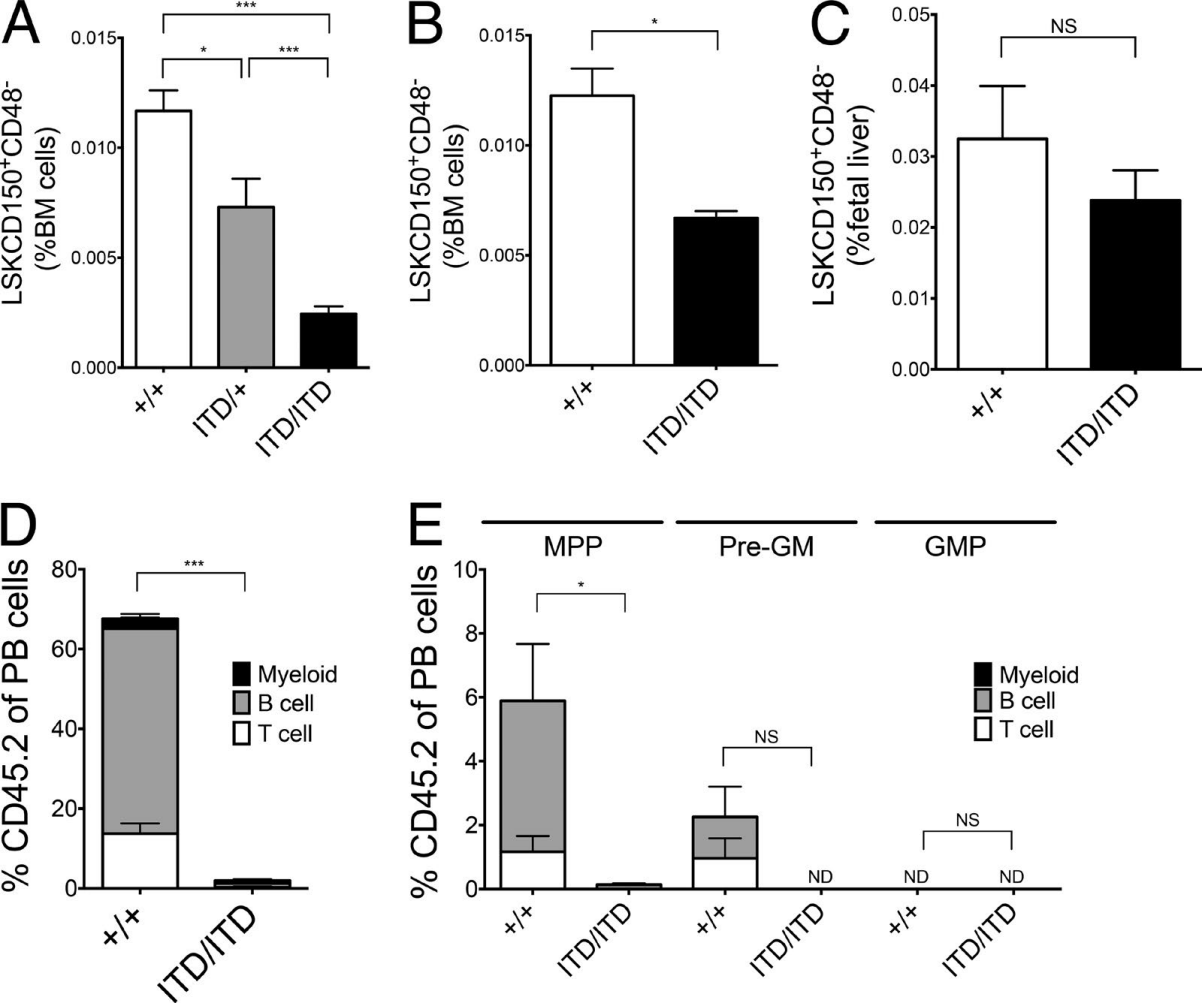
**Flt3-ITDs cause gene dosage–dependent and progressive suppression of BM HSCs.** (A) Gene dosage–dependent reduction in LSKCD150^+^48^−^ cells in 8–10-wk-old *Flt3^+/+^*, *Flt3^ITD/+^*, and *Flt3^ITD/ITD^* mice (+/+, *n* = 31; ITD/+, *n* = 14; ITD/ITD, *n* = 23). (B) Reduction in LSKCD150^+^48^−^ cells in 2-wk-old *Flt3^ITD/ITD^* mice (+/+, *n* = 4; ITD/ITD, *n* = 6). (C) Numbers of phenotypic (LSKCD150^+^CD48^−^) HSCs in E15 FL from *Flt3^+/+^* and *Flt3^ITD/ITD^* mice (+/+, *n* = 8; ITD/ITD, *n* = 9). (D) Percentage CD45.2 chimerism in peripheral blood of recipient mice 16 wk after transplantation of 500,000 unfractionated CD45.2 BM cells and 200,000 CD45.1 WT competitor cells (eight to nine recipients per genotype in three experiments). (E) Percentage CD45.2 chimerism in BM of recipient (CD45.1) mice 16 wk after transplantation of 5,000 CD45.2 MPPs (LSKCD150^−^CD48^+^), pre-GM (Lin^−^Kit^+^Sca1^−^CD41^−^CD16/32^−^CD150^−^CD105^−^), and GMPs (Lin^−^Kit^+^Sca1^−^CD41^−^CD16/32^+^) together with 200,000 CD45.1 WT BM competitor cells (eight to nine recipients per genotype in two experiments). Data are shown as mean (SEM) values. *, P < 0.05; ***, P < 0.001 by *t* test. NS, not significant.

To explore the discrepancy between phenotypic (LSKCD150^+^48^−^) and long-term repopulating HSCs in *Flt3^ITD/ITD^* mice, we performed single-cell gene expression analysis on the cells residing in the phenotypic HSC compartment in Flt3-ITD mice. This analysis showed increased frequency of *Flt3* expression in single LSKCD150^+^48^−^ cells in Flt3-ITD mice, with 28, 35, and 74% of cells showing *Flt3* expression in *Flt3^+/+^*, *Flt3^ITD/+^*, and *Flt3^ITD/ITD^* mice, respectively (P < 0.001, Fig. 3 A), in keeping with a relative preservation (less than twofold reduction) of Flt3-ITD–expressing LSKCD150^+^48^−^ cells in *Flt3^ITD/ITD^* mice, as opposed to a 13-fold reduction of *Flt3* mRNA-negative LSKCD150^+^48^−^ cells. The disrupted composition of the HSC compartment in *Flt3^ITD/ITD^* mice was accompanied by reduced frequencies and levels of expression of the HSC-affiliated genes *Vwf, Gfi1b*, and *Slamf1* in *Flt3^ITD/+^* and *Flt3^ITD/ITD^* HSCs (Fig. 3, B–D), consistent with a 17-fold reduction of *Vwf* mRNA–positive HSCs in *Flt3^ITD/ITD^* mice, despite 87% of these cells not expressing any Flt3. Furthermore, *t*-distributed stochastic neighbor embedding (t-SNE) analysis clearly demonstrated that most cells residing in the phenotypic HSC compartment in *Flt3^ITD/ITD^* mice clustered more closely with LSK progenitor cells than with HSCs (Fig. 3 E). To confirm the distinct clustering of HSCs from *Flt3^ITD/ITD^* mice, we performed hierarchical clustering analysis. After excluding a small number of cells falling into a minor cluster, this analysis identified two major clusters of cells. The first HSC cluster contained 98 of 119 (82%) phenotypic WT HSCs but only 12 of 47 (26%) phenotypic *Flt3^ITD/ITD^* HSCs (P < 0.001). The LSK cluster contained 216 of 250 (86%) *Flt3^+/+^* and *Flt3^ITD/ITD^* LSKs. Crucially, 35 of 47 (74%) phenotypic *Flt3^ITD/ITD^* HSCs were contained within this LSK cluster versus only 21 of 119 (18%) *Flt3^+/+^* HSCs (P < 0.001).

**Figure 3.**
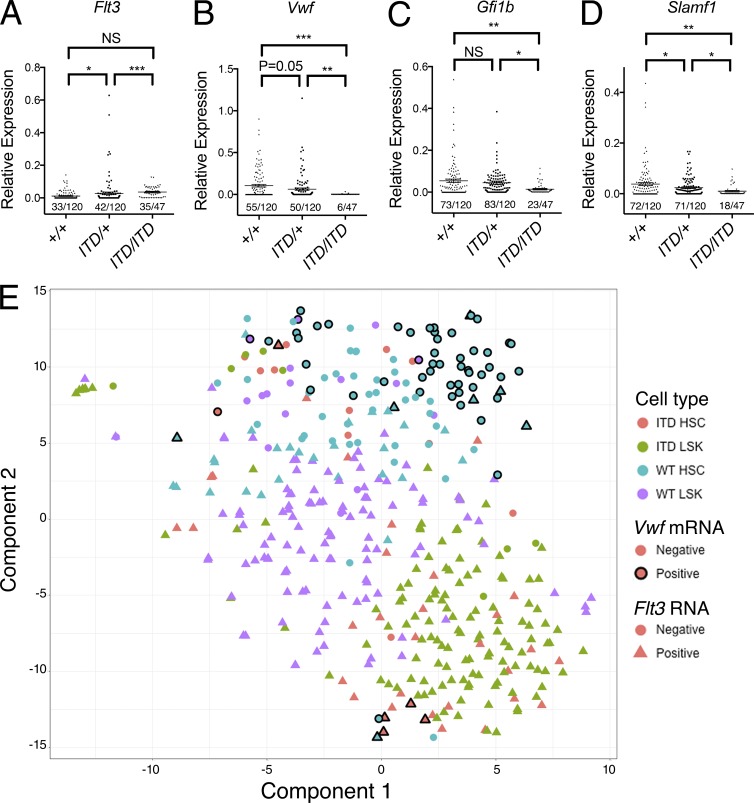
**The cellular composition of the phenotypic HSC compartment is severely disrupted in Flt3-ITD mice.** (A–D) Relative mRNA gene expression level for *Flt3* (A), *Vwf* (B), *Gfi1b* (C), and *Slamf1* (D) in LSKCD150^+^48^−^ single cells from 8-wk-old *Flt3^+/+^* (*n* = 120), *Flt3^ITD/+^* (*n* = 120), and *Flt3^ITD/ITD^* (*n* = 47) mice (*n* = 3–5 mice for each genotype). The *x*/*y* figures beneath each dot plot indicate the number of cells demonstrating amplification for indicated gene (*x*) and total numbers of cells analyzed (*y*). (E) t-SNE analysis demonstrating distinct clustering of HSCs and total LSK cells from *Flt3^+/+^* and *Flt3^ITD/ITD^* mice. Color of each point indicates cell type: red, *Flt3^ITD/ITD^* HSC (*n* = 47); green, *Flt3^ITD/ITD^* LSK (*n* = 133); blue, *Flt3^+/+^* HSC (*n* = 120); and purple, *Flt3^+/+^* LSK (*n* = 126). Presence (triangles) or absence (circles) of *Flt3* mRNA and presence (black border) or absence (no border) of *Vwf* mRNA is also indicated. The large majority of phenotypic HSCs from *Flt3^ITD/ITD^* mice cluster together with LSK progenitor cells and are clearly separated from *Vwf* mRNA–positive *Flt3^+/+^* HSCs. Data are shown as mean (SEM) values. *, P < 0.05; **, P < 0.01; ***, P < 0.001 by *t* test. NS, not significant.

Together, these data demonstrate a selective and profound depletion of *Vwf-*positive and *Flt3* mRNA–negative LSKCD150^+^48^−^ cells (likely to represent bona fide functional HSCs) and relative preservation of *Flt3*-expressing LSKCD150^+^48^−^ cells with reduced expression of HSC-affiliated genes (likely to represent contaminating progenitor cells). These data are in keeping with the LSKCD150^+^48^−^ compartment in *Flt3^ITD/ITD^* mice being primarily composed of “contaminating” *Flt3-*expressing progenitor cells rather than HSCs, helping to explain the failure to observe any long-term engraftment after transplantation of *Flt3^ITD/ITD^* BM despite only a moderate reduction in the LSKCD150^+^48^−^ compartment.

### The loss of HSCs in *Flt3^ITD/ITD^* mice involves cell-extrinsic mechanisms

The lack of *Flt3* mRNA expression in the majority of phenotypic HSCs is inconsistent with the proposed cell-intrinsic role for aberrant Flt3 signaling as an explanation for the marked suppression of the HSC compartment in *Flt3^ITD/ITD^* mice (Chu et al., 2012). The dramatic reduction of non–*Flt3*-expressing LSKCD150^+^48^−^ HSCs in Flt3-ITD mice appeared more compatible with the observed HSC suppression being mediated through an HSC-extrinsic mechanism. To explore this, we performed competitive transplantation experiments using Flt3-ITD FL cells (CD45.2), because they contain normal numbers of LSKCD150^+^48^−^ cells (Fig. 2 C) expressing normal levels of *Vwf* (Fig. 4 A), in keeping with an intact HSC compartment. Importantly, WT BM competitor (CD45.1) cells were cotransplanted to determine the extrinsic impact of Flt3-ITD on WT HSCs (Fig. 4 B). Unlike *Flt3^ITD/ITD^* BM cells, *Flt3^ITD/ITD^* FL cells showed robust engraftment and recapitulated Flt3-ITD–induced myeloproliferation (Fig. 4 C). *Flt3^ITD/ITD^* donor cells dominated hematopoiesis, with increased myeloid engraftment in comparison with WT FL transplanted mice (P < 0.001; Fig. 4 C), but reduced lymphoid engraftment (P < 0.001; Fig. 4 C) in keeping with the myeloid bias of *Flt3^ITD/ITD^* MPPs (Mead et al., 2013). Most notably, not only *Flt3^ITD/ITD^* donor but also WT competitor LSKCD150^+^48^−^ HSC-enriched cells were markedly reduced in recipient mice (Fig. 4 D), conclusively demonstrating that Flt3-ITD–expressing cells exert an extensive extrinsic suppression of the WT LSKCD150^+^48^−^ HSC compartment. In fact, the observed reduction of LSKCD150^+^48^−^ cells was more extensive in the WT (CD45.1) competitor BM than in the *Flt3^ITD/ITD^* donor cells, including vWF-EGFP–positive competitor HSCs (20-fold reduction; P < 0.01; Fig. 4 E), compatible with the observed HSC suppression being entirely HSC-extrinsically mediated. Also, competitor WT LSKCD150^−^48^+^ MPPs were reduced in *Flt3^ITD/ITD^*-engrafted mice, although less than HSCs (Fig. 4 F); in striking contrast, *Flt3^ITD/ITD^*-expressing MPPs (expressing high levels of Flt3) were markedly expanded (Fig. 4 G), suggesting that a cell-extrinsic negative impact of *Flt3^ITD/ITD^* selectively affects normal HSCs, and that *Flt3^ITD/ITD^* cell-intrinsically drives an expansion of LSKCD150^−^48^+^ MPPs.

**Figure 4.**
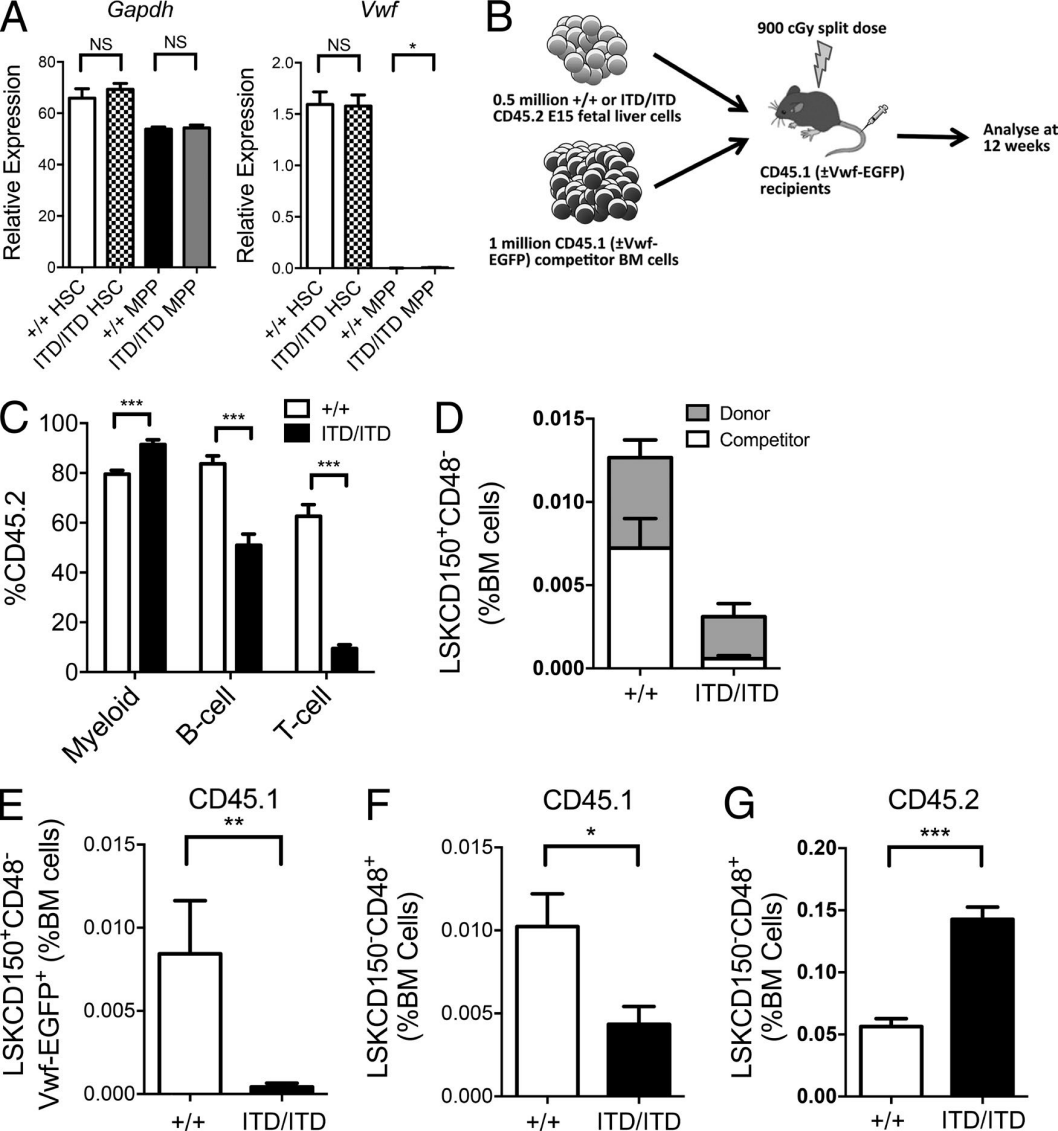
**Flt3-ITDs cause cell-extrinsic suppression of BM HSCs.** (A) Relative mRNA gene expression (normalized to *Hprt*) of *Gapdh* and *Vwf* in E15 fetal liver phenotypic HSCs (LSKCD150^+^CD48^−^) and MPPs (LSKCD150^−^CD48^+^) from Flt3^+/+^ and Flt3^ITD/ITD^ mice (*n* = 9 replicates from three mice per genotype). (B) Experimental design for competitive transplantation experiments. (C) Analysis of engraftment 12 wk after transplantation of 5 × 10^5^ CD45.2 E15 FL cells (Flt3^+/+^ or Flt3^ITD/ITD^) into CD45.1 recipients with 10^6^ WT CD45.1 BM competitor cells (four donor FL of each genotype transplanted into two to three recipients in two experiments). Results are expressed as percentage of cells expressing CD45.2 of each lineage, myeloid (Mac1^+^), B cell (B220^+^CD19^+^), and T cell (CD4^+^ and/or CD8^+^), in the peripheral blood 12 wk after transplantation. (D) Percentage (of total BM cells) of donor (CD45.2) and competitor (CD45.1) HSCs (LSKCD150^+^CD48^−^) in BM of recipient mice 12 wk after transplantation (four donor FL of each genotype transplanted into two to three recipients in two experiments). (E) Percentage competitor Vwf-EGFP^+^ HSCs (LSKCD150^+^CD48^−^Vwf-EGFP^+^CD45.1) in BM of recipient mice 12 wk after transplantation, expressed as percentage of total BM cells. (F and G) Percentage (of total BM cells) of competitor (CD45.1; F) or donor (CD45.2; G) MPPs (LSKCD150^−^CD48^+^) in BM of recipient mice 12 wk after transplantation (four donor FL of each genotype each transplanted into two to three recipients in two experiments). Data are shown as mean (SEM) values. *, P < 0.05; **, P < 0.01; ***, P < 0.001 by *t* test. NS, not significant.

### Flt3-ITD–induced myeloproliferation disrupts BM stromal cells

In view of the marked cell-extrinsic suppression of HSCs observed in *Flt3^ITD/ITD^* mice, we next analyzed key cellular components of the BM HSC niche to explore whether the nonhematopoietic BM microenvironment might be disrupted in *Flt3^ITD/ITD^* mice. FACS analysis of bone lining cells (BLCs; Fig. 5 A; Nakamura et al., 2010) revealed that numbers of BLC osteoblasts (CD45^−^Ter119^−^CD31^−^CD166^+^Sca1^−^; Fig. 5 B) were relatively normal. In contrast, total BM mesenchymal stromal cells (MSCs; CD45^−^Ter119^−^CD31^−^Pdgfra^+^; ×0.4; P < 0.001; Fig. 5 C), BLC Pdgfra^+^Sca1^+^ (Houlihan et al., 2012) MSCs (PaS; ×0.4; P = 0.06; Fig. 5 D), and total BM endothelial cells (ECs; CD45^−^Ter119^−^CD31^+^VE-cadherin^+^; ×0.21; P < 0.01; Fig. 5 E) were all reduced in number in the BM of *Flt3^ITD/ITD^* mice. Immunohistochemistry confirmed loss of ECs in the BM of *Flt3^ITD/ITD^* mice (P < 0.01; Fig. 5, F and G). To confirm that the observed changes in the niche were also present in transplanted WT recipient mice, CD45.1 mice were analyzed 12 wk after transplantation of 5 × 10^5^ CD45.2 E15 FL cells (*Flt3^+/+^* or *Flt3^ITD/ITD^*) with 10^6^ WT CD45.1 BM competitor cells. This analysis confirmed a similar reduction of MSCs (×0.38, P < 0.05; Fig. 5 H) and ECs (×0.29, P < 0.01; Fig. 5 I).

**Figure 5.**
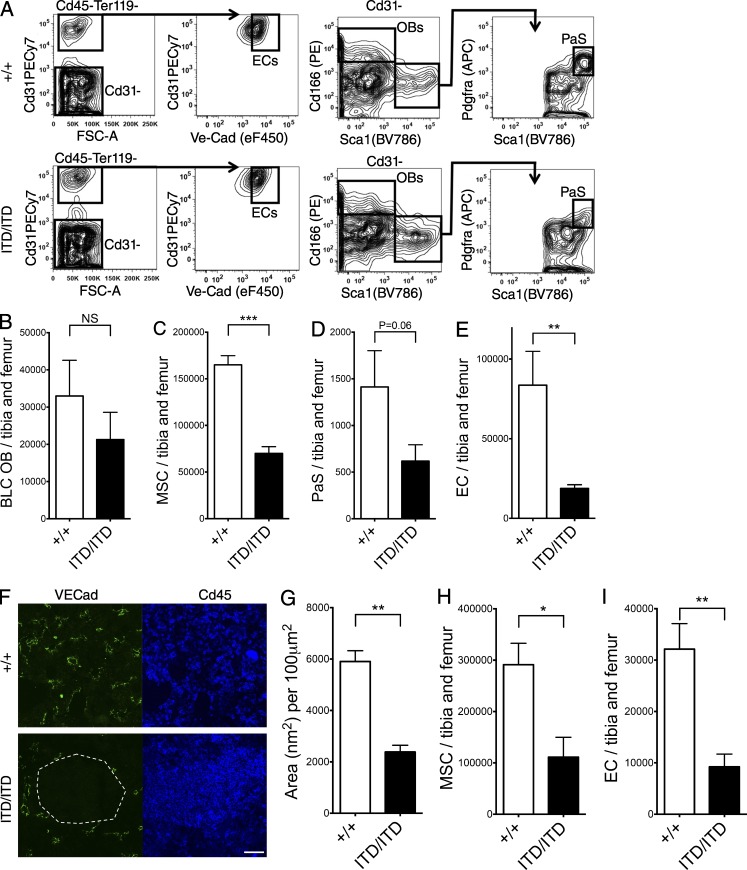
**Flt3-ITD–induced myeloproliferation disrupts the vascular HSC niche.** (A) Representative gating strategy to identify osteoblasts (OBs; CD45^−^Ter119^−^CD31^−^CD166^+^Sca1^−^), PaS MSCs (CD45^−^Ter119^−^CD31^−^CD166^−^Sca1^+^Pdgfra^+^), and ECs (CD45^−^Ter119^−^CD31^+^VE-Cadherin^+^) in BLCs from *Flt3^+/+^* and *Flt3^ITD/ITD^* mice. (B–E) FACS quantification of OBs in the BLC of 8–10-wk-old *Flt3^+/+^* and *Flt3^ITD/ITD^* mice (11 and 13 mice per genotype, respectively; B), MSCs (C) and PaS MSCs (D) in the BLC, and ECs in the BLC and BM (E) of 8–10-wk-old *Flt3^+/+^* and *Flt3^ITD/ITD^* mice (six and seven mice per genotype, respectively). (F) Representative images of *Flt3^+/+^* and *Flt3^ITD/ITD^* BM in which ECs are identified by VE-cadherin and hematopoietic cells by CD45 staining. An area devoid of vasculature and entirely replaced by CD45^+^ *Flt3^ITD/ITD^* hematopoietic cells is highlighted by the white dashed line. Bar, 50 µm. (G) Sum of blood vessel areas in *Flt3^+/+^* and *Flt3^ITD/ITD^* mouse BM (*n* = 15 areas from three mice of each genotype). (H and I) Numbers of MSCs (H) and ECs (I) in recipient mice 12 wk after transplantation of 5 × 10^5^ CD45.2 E15 FL cells (Flt3^+/+^ or Flt3^ITD/ITD^) into CD45.1 WT recipients with 10^6^ WT CD45.1 BM competitor cells (two donor FL of each genotype transplanted into two to three recipients in two experiments). Data are shown as mean (SEM) values. *, P < 0.05; **, P < 0.01; ***, P < 0.001 by *t* test. NS, not significant.

We next performed RNA sequencing of purified ECs, MSCs, and total BM mononuclear cells (MNCs) from BLCs of *Flt3^+/+^* and *Flt3^ITD/ITD^* mice (Nakamura et al., 2010). 

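Each library was made from 100 sorted ECs, 100 sorted MSCs or 200 MNCs of 1 mouse, with 5 libraries per genotype for ECs and MSCs and 4 per genotype for MNCs, 28 in all. The authors deposited, for each of 25251 genes, the read count estimated by RSEM and the RPKM, which is the count scaled to the length of the transcript and to the total of the library. Reads had been aligned to mm10 transcripts, and reads that mapped to more than 1 place had been discarded. Total counts ranged from 13155871 to 33880743 per library in *Flt3+/+* ECs (median 14483259) and from 6377013 to 30887046 in *Flt3 ITD/ITD* ECs (median 26131330). In MSCs they ranged from 12300624 to 33714502 (median 30041701) and from 10674182 to 33500685 (median 26731661), respectively. In MNCs they ranged from 14260910 to 22149240 and from 16676871 to 20240743. A count of 3 was taken as the smallest that the depth can show. This floor covers counting error only, because amplified reads without molecular identifiers are not independent molecules. Genotypes were compared within each population with edgeR's quasi-likelihood test on counts normalized by the TMM method, after genes with low counts had been removed. P-values were adjusted by the Benjamini-Hochberg method. A gene was called differentially expressed at an adjusted p-value below 0.1 and a log2 ratio of mean RPKM of at least 1 in size. Values of single genes are given as mean RPKM ± SD, with an exact two-sided permutation test across mice. The smallest p-value of that test is 0.00794 for 5 mice against 5 and 0.0286 for 4 against 4. The paper's text does not state the sex of these mice.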

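In a principal component analysis of log2 RPKM with a pseudocount of 1, over the 13730 genes with a mean RPKM of at least 1, the first component held 39.7% of the variance, the second 22.9% and the third 2.95%. Scaling every gene to the same variance lowered the first component to 26.3%. On the first 2 components, the nearest neighbor of each of the 28 libraries came from the same population. Over all genes in the analysis, the nearest library had the same genotype for 16 of the 28. Within ECs, 11.4% of the variance lay between genotypes, where the median over all 126 divisions of the libraries into equal groups was 11.1% (exact permutation test, one-sided, p = 0.222). Within MSCs the share was 11.4% (median 10.9%, exact permutation p = 0.27), and within MNCs it was 22.8% (median 14.1% over 35 divisions, exact permutation p = 0.0571). All 15 lineage-associated genes had a higher expression in their own population than in each of the other populations at an adjusted p-value below 0.05 in a single edgeR model of all libraries. For each of the 15, every library of its own population lay above every library of the others. Mean RPKM of Ptprc, which encodes CD45, was 142 ± 14.8 (SD, n = 8) in MNCs and 0.472 in ECs. Cdh5, which encodes VE-cadherin, had a mean of 213 ± 30.1 (SD, n = 10) in ECs and 0.745 in MNCs. Pdgfrb had a mean of 18.0 ± 5.05 (SD, n = 10) in MSCs and 1.42 in ECs.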

Principle component analysis confirmed that each of the three cell populations tightly clustered in *Flt3^+/+^* and *Flt3^ITD/ITD^* mice (Fig. 6 A) and that lineage-specific genes were selectively expressed (Fig. 6 B). However, differential gene expression between *Flt3^+/+^* and *Flt3^ITD/ITD^* ECs, MSCs, and MNCs was detected for 392, 308, and 428 genes, respectively. 

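By edgeR's quasi-likelihood test, 1 of 12351 genes tested was differentially expressed in ECs, 4 of 13574 in MSCs and 2 of 13926 in MNCs. At an unadjusted p-value below 0.05 there were 616 genes (4.99%), 575 genes (4.24%) and 1447 genes (10.4%). The biological coefficient of variation between libraries of a genotype was 0.984 in ECs, 0.871 in MSCs and 0.484 in MNCs. The test applied to the counts changed these numbers more than any other choice. DESeq2 called 362 genes in ECs, 197 in MSCs and 327 in MNCs, and the older exact test of edgeR called 16, 20 and 148. Of the genes called by DESeq2 in ECs, 184 did not pass the filter on low counts. The single gene in ECs, 2210404O07Rik, had a mean RPKM of 15.8 ± 1.47 (SD, n = 5) in *Flt3+/+* mice and no count in any *Flt3 ITD/ITD* library. In MSCs, Akr1c14 fell from 4.49 ± 2.34 (SD, n = 5) to 0.006, with at most 1 count in any *Flt3 ITD/ITD* library. Reads shared with other Akr1c genes may limit how Akr1c14 can be read. A rise of those genes in *Flt3 ITD/ITD* MSCs did not pass (exact permutation p = 0.111). Ccdc22 and Foxp3, which overlap on the X chromosome, had no count in any *Flt3 ITD/ITD* MSC library, and their counts are therefore not independent. E130308A19Rik, named after its values were seen, was the other gene called in MSCs. In MNCs, Socs2 rose from a mean RPKM of 1.10 ± 0.657 (SD, n = 4) to 16.3 ± 2.88 (log2 fold change 3.72, standard error 0.44, adjusted p = 0.0779). All 4 *Flt3 ITD/ITD* libraries lay above all *Flt3+/+* libraries. The plot of called genes by test shows the size of this difference. 

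**Figure D1:**
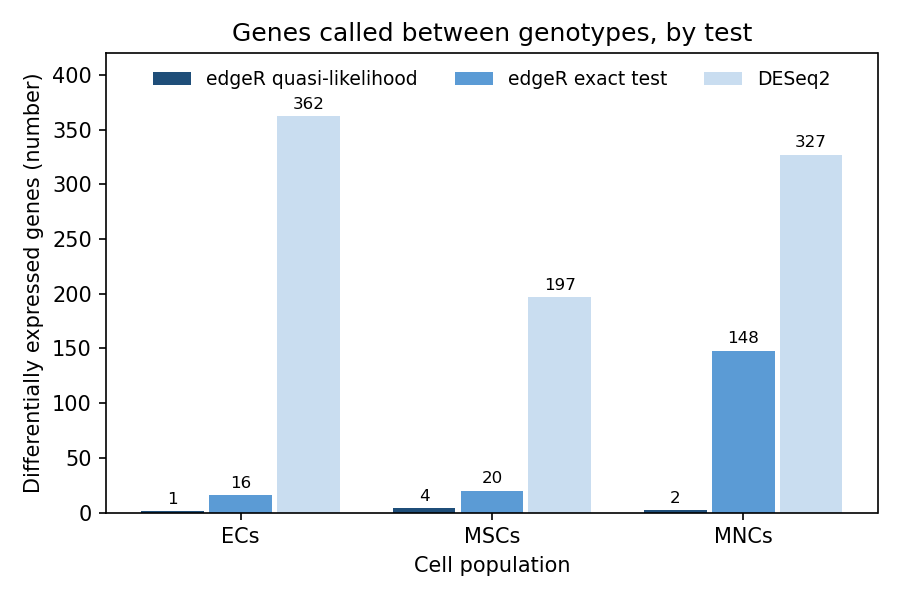
Number of genes called differentially expressed between *Flt3+/+* and *Flt3 ITD/ITD* mice (y axis) in ECs, MSCs and MNCs (x axis) by each of 3 tests (bars, with the number above each). The edgeR quasi-likelihood test called 1, 4 and 2 genes and DESeq2 called 362, 197 and 327.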

In keeping with the reduced numbers of ECs and MSCs in *Flt3^ITD/ITD^* mice, gene set enrichment analysis (GSEA) showed increased expression of genes associated with cell killing in *Flt3^ITD/ITD^* ECs; reduced expression of vascular endothelial growth factor receptor signaling pathway genes, a key regulator of angiogenesis (Breier, 2000); and impaired DNA repair (Fig. 6 C). Furthermore, GSEA demonstrated similarly enhanced expression of pathways involved in cell killing in *Flt3^ITD/ITD^* MSCs and impaired regulation of EC differentiation (Fig. 6 D). 

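The paper's text names its gene sets by topic, so lists of genes for each topic were written from general knowledge and tested with limma's camera, which compares the genes of a list with all other genes tested. P-values were adjusted over 9 comparisons. Of 70 genes written for cell killing, 39 were tested in ECs, and 25 of these were higher in *Flt3 ITD/ITD* mice. Their mean log2 fold change exceeded that of the other genes by 0.32 (adjusted p = 0.145). Ranking all genes and applying GSEA to the same list moved this comparison most, with a normalized enrichment score of 1.93 (adjusted p = 0.00424). That test permutes genes and not mice. The mean score of the list was at least 0.90 in *Flt3 ITD/ITD* and at most 0.87 in *Flt3+/+* ECs, a comparison made after seeing the data. For vascular endothelial growth factor receptor signaling, 29 of 63 genes tested were higher in *Flt3 ITD/ITD* ECs and the difference was 0.09 (adjusted p = 0.787). GSEA gave a score of -1.09 (adjusted p = 0.354), of the opposite sign. For repair by recombination, 27 of 74 genes tested were higher and the difference was -0.32 (adjusted p = 0.138). GSEA gave -1.47 (adjusted p = 0.0419).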

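In MSCs, 29 of 40 genes tested from the list for cell killing were higher in *Flt3 ITD/ITD* mice, with a mean log2 fold change 0.45 above that of the other genes (adjusted p = 0.00526). With the correlation between genes estimated from the data in place of a preset 0.01, the adjusted p-value was 0.0879, and a rotation test that keeps mice as replicates gave 0.174. GSEA gave a score of 2.10 (adjusted p = 0.0016). The mean scores of the list overlapped between genotypes, from -0.16 to 0.71 in *Flt3+/+* and from 0.13 to 0.75 in *Flt3 ITD/ITD* MSCs. For EC differentiation, 22 of 41 genes tested were higher and the difference was below 0.01 in size (adjusted p = 0.502). GSEA gave a score of -1.47 (adjusted p = 0.0658). Whether the effect on cell killing differed between ECs and MSCs was tested directly, and it did not pass the threshold (adjusted p = 0.78). The paper sets increased cell killing and impaired EC differentiation beside the reduced numbers of ECs and MSCs in *Flt3 ITD/ITD* mice.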

In further support of increased cell death in ECs, frequency of 7AAD-positive cells was increased in ECs and MSCs from *Flt3^ITD/ITD^* mice (Fig. 6, E and F), although the increase did not reach statistical significance for MSCs. In keeping with these findings, analysis of specific genes involved in regulation of angiogenesis in MNCs (Fig. 6 G) revealed up-regulation of several angiogenesis-inhibiting genes in *Flt3^ITD/ITD^* mice (*Lbh, Dpp4, Tnfsf15*, and *Serpinf1)* and down-regulation of angiogenesis-promoting factors (*Pdgfd*, *Ccl4, Ccr1, Fpr2, Tnfaip2*, and *Foxm1*). In contrast, expression of key steady-state extrinsic regulators of HSCs (*Kitl, Vcam1, Thpo*, and *Il6*) was not significantly affected in ECs and MSCs (Fig. 6 H).

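All 10 genes moved in the direction shown in Fig. 6 G, both among replicates 1 and 2 and among replicates 3 and 4, which differed in expression of immediate-early genes. The filter on low counts removed Tnfsf15 and Pdgfd, which were tested without it (adjusted p = 0.429 and 0.462). Of the other 8, tested among 13926 genes, 1, Lbh, passed the adjusted threshold. With p-values from these fits adjusted over the 10 genes alone, all 10 did, although these genes are the paper's own choice from the same data. With DESeq2, 9 of the 10 had an adjusted p-value below 0.1 over all genes in the paper's direction. Counts of listed genes use the adjusted p-value alone, without the fold rule, which Tnfaip2 and Foxm1 did not meet (log2 ratio of mean RPKM -0.74 and -0.99). Lbh had a mean RPKM of 1.53 ± 0.238 (SD, n = 4) in *Flt3+/+* and 10.7 ± 3.1 in *Flt3 ITD/ITD* MNCs, a log2 fold change of 2.62 (standard error 0.311, adjusted p = 0.0779). Dpp4 rose from 8.25 ± 1.98 (SD, n = 4) to 33.9 ± 17.2 (log2 fold change 1.84, adjusted p = 0.345). Foxm1 fell from 10.6 ± 2.93 (SD, n = 4) to 5.33 ± 1.38, and Tnfaip2 from 22.9 ± 1.8 to 13.7 ± 3.09. For these 4 genes and Tnfsf15, the 4 *Flt3 ITD/ITD* libraries were separated from the 4 *Flt3+/+* libraries (exact permutation test, p = 0.0286 each). The other 5 genes had exact p-values between 0.0571 and 0.143. Tnfsf15 had at most 3 counts in any *Flt3+/+* library, so its rise is given as at least 7.33-fold. Pdgfd had no count in any *Flt3 ITD/ITD* library and a maximum of 38 in *Flt3+/+* libraries. 

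**Figure D2:**
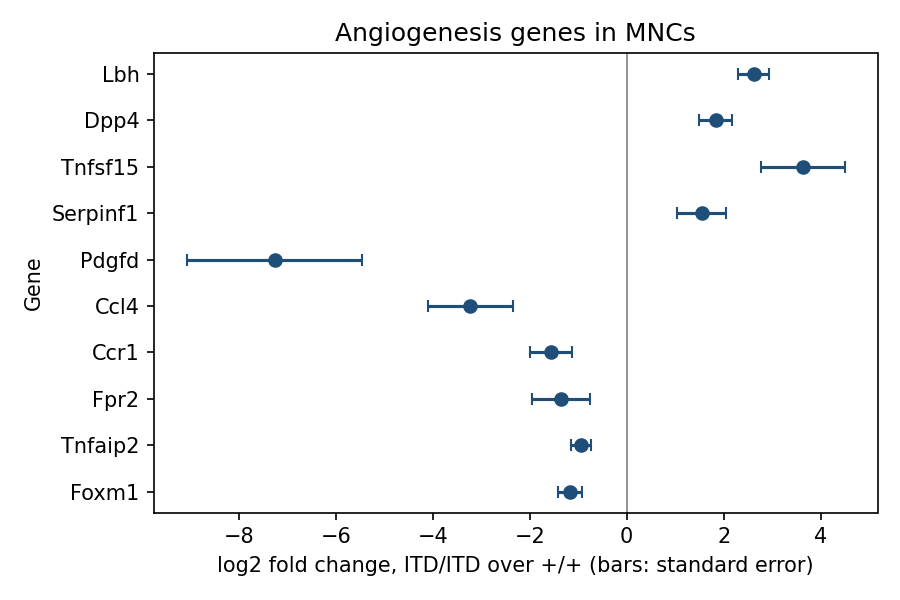
Log2 fold change between *Flt3 ITD/ITD* and *Flt3+/+* MNCs (x axis, points) of the 10 genes of Fig. 6 G (y axis), from 4 mice per genotype. Bars are a standard error derived from the log2 fold change and the F statistic of edgeR's quasi-likelihood test. The estimate for Lbh was 2.62 and that for Foxm1 was -1.17.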

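None of the 8 comparisons of these 4 genes in ECs and MSCs passed the adjusted threshold, and 1 had an unadjusted p-value below 0.05. That was Vcam1 in MSCs, with a mean RPKM of 24.3 ± 15.6 (SD, n = 5) in *Flt3+/+* and 53.6 ± 31.6 in *Flt3 ITD/ITD* mice (log2 fold change 1.29, standard error 0.532, adjusted p = 0.999, exact permutation p = 0.0952). In ECs, Vcam1 was 97.0 ± 30.6 (SD, n = 5) and 66.8 ± 31.0 (exact permutation p = 0.167). Kitl was 181 ± 55.3 (SD, n = 5) and 223 ± 42.4 in ECs (exact permutation p = 0.222). In MSCs it was 15.6 ± 12.8 and 18.0 ± 12.8 (exact permutation p = 0.77). Il6 in ECs was 60.5 ± 50.5 (SD, n = 5) and 36.9 ± 31.7, and in MSCs 118 ± 79.3 and 158.7 ± 115.5, both smaller differences than the spread between mice. Thpo had at most 17 counts in any EC library, was removed by the filter on low counts and tested without it (adjusted p = 0.585), and was not reliably detectable there.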

**Figure 6.**
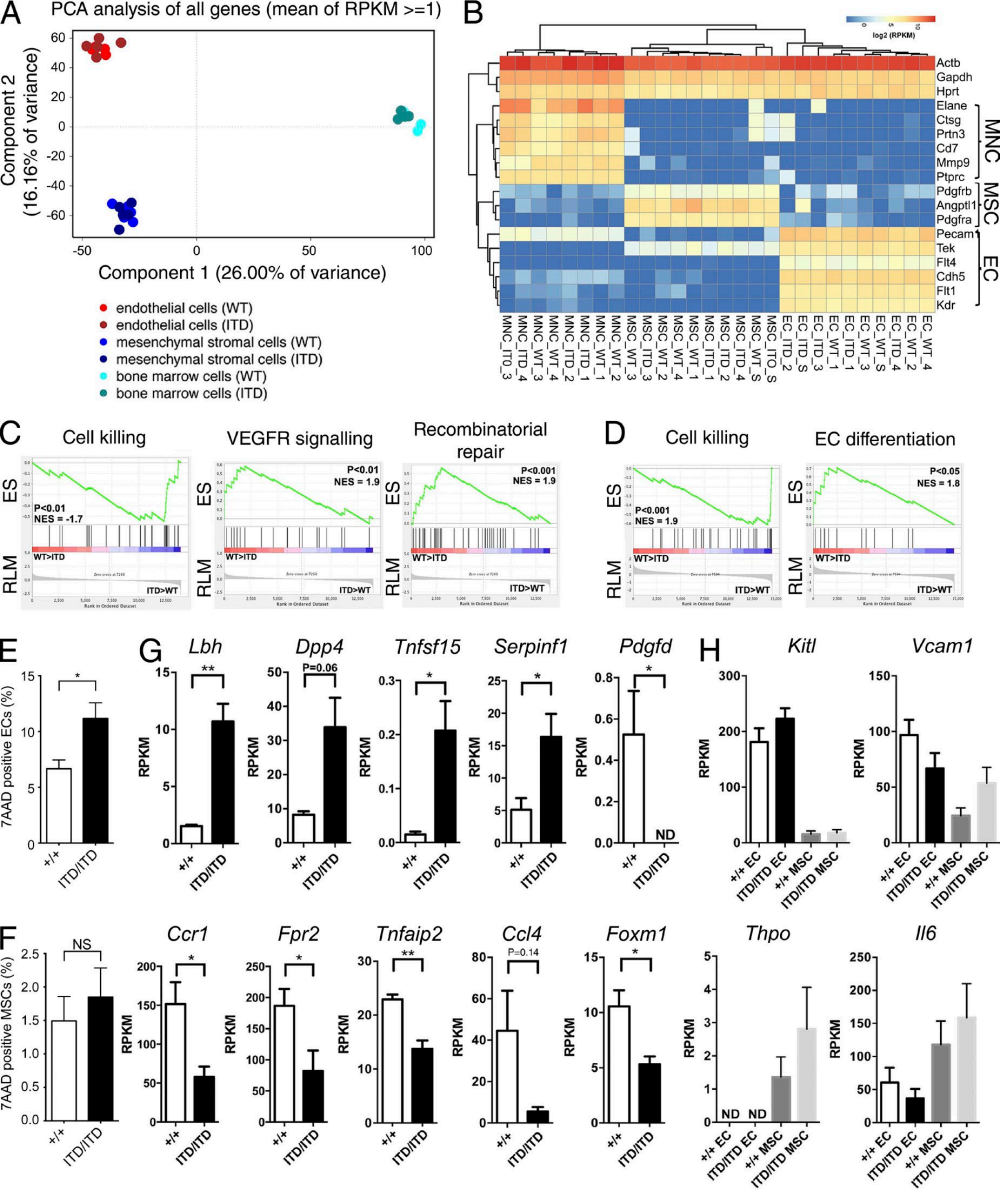
**Molecular features of niche elements in Flt3-ITD mice.** BM MNCs, ECs (CD45^−^Ter119^−^CD31^+^), and MSCs (CD45^−^Ter119^−^CD31^−^CD166^−^Sca1^+^) from *Flt3^+/+^* and *Flt3^ITD/ITD^* 8–10-wk-old mice (four to five mice per genotype) were subjected to global RNA sequencing. (A) Principal component analysis of MNCs, ECs, and MSCs from *Flt3^+/+^* and *Flt3^ITD/ITD^* mice. Each dot represents the indicated cell population from one mouse. (B) Expression of hematopoietic, endothelial, and MSC-associated genes in purified populations of MNCs, ECs, and MSCs from *Flt3^+/+^* and *Flt3^ITD/ITD^* 8–10-wk-old mice (four to five mice per genotype). (C) GSEA comparing ECs from *Flt3^+/+^* and *Flt3^ITD/ITD^* mice for genes involved in regulation of cell killing and regulation of vascular endothelial growth factor receptor signaling pathway and DNA repair (five mice per genotype). (D) GSEA genes comparing MSCs from *Flt3^+/+^* and *Flt3^ITD/ITD^* mice for genes involved in regulation of cell killing and regulation of endothelial cell differentiation (five mice per genotype). (E and F) Frequency of 7AAD-positive ECs (E) and MSCs (F) in the BLC of 8–10-wk-old *Flt3^+/+^* and *Flt3^ITD/ITD^* mice (six and seven mice per genotype, respectively). (G) Aberrant expression of angiogenesis-associated genes in MNCs from *Flt3^ITD/ITD^* mice (four mice per genotype). (H) Expression of genes implicated in extrinsic regulation of HSCs in EC and MSC from *Flt3^+/+^* and *Flt3^ITD/ITD^* mice (five mice per genotype). Data are shown as mean (SEM) values. *, P < 0.05; **, P < 0.01 by *t* test. ND, not detected; NS, not significant.

We next performed MetaCore analysis of the differentially expressed genes in MNCs, ECs, and MSCs. 

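Of the single genes that Table S1 lists under inflammation networks for ECs, 9 were examined, and none passed the adjusted threshold over all genes, with 9 at an unadjusted p-value below 0.05. All but Eif2ak2 and Madd had been removed by the filter on low counts and were tested without it (adjusted p = 0.56). With DESeq2, 7 of the 9 had an adjusted p-value below 0.1. These are the paper's own calls on the same libraries. Eif2ak2, which Table S1 lists as PKR, had a mean RPKM of 4.62 ± 2.31 (SD, n = 5) in *Flt3+/+* and 14.0 ± 4.47 in *Flt3 ITD/ITD* ECs, with all 5 *Flt3 ITD/ITD* libraries above all *Flt3+/+* libraries (exact permutation p = 0.00794). Tyrobp and Itgb2 rested largely on 1 *Flt3 ITD/ITD* library with transcripts of blood cells. For MSCs, 10 genes were examined, of which 5 had been removed by the filter and were tested without it where they had counts. None passed over all genes, 9 had an unadjusted p-value below 0.05, and 4 had an adjusted p-value below 0.1 with DESeq2. S100a8 had a mean RPKM of 9.50 ± 6.05 (SD, n = 5) in *Flt3+/+* and 785 ± 1570 in *Flt3 ITD/ITD* MSCs (exact permutation p = 0.103). That rise rested largely on replicate 5 of the *Flt3 ITD/ITD* MSCs, a library with transcripts of blood cells, at 3585. The next highest value was 295, in replicate 3. Il5 had no count in any MSC library.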

Strikingly, inflammation pathways were disrupted in all three cell types (Table S1). Furthermore, GSEA showed up-regulation of gene expression associated with inflammatory response in both ECs (Fig. 7 A) and MSCs (Fig. 7 B). 

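Of the genes written for the inflammatory response, 112 were tested in ECs and 63 of these were higher in *Flt3 ITD/ITD* mice. Their mean log2 fold change exceeded that of the other genes by 0.05 (camera, adjusted p = 0.599). In MSCs, 56 of 119 genes tested were higher, with a difference of 0.15 (adjusted p = 0.677). With GSEA the scores were 1.19 (adjusted p = 0.207) in ECs and 0.979 (adjusted p = 0.499) in MSCs.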

Of particular note, expression of the proinflammatory cytokine *Tnf-α* (*Tnf*) was up-regulated in ECs (Fig. 7 C). 

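Tnf, on chromosome 17 from 35199367 to 35202007, had counts of 0, 0, 2, 1 and 0 in the *Flt3+/+* EC libraries and of 29, 51, 1, 8 and 177 in the *Flt3 ITD/ITD* EC libraries. Mean RPKM was 0.026 ± 0.0372 (SD, n = 5) and 1.67 ± 1.74 (SD, n = 5), and 4 of 5 *Flt3 ITD/ITD* libraries lay above all *Flt3+/+* libraries (exact permutation test, two-sided, p = 0.0238). Because no *Flt3+/+* library exceeded 3 counts, the rise is given as at least 15.7-fold. The filter on low counts removed Tnf, so it was tested without that filter. The log2 fold change was 5.93 (standard error 1.67), with an adjusted p-value of 0.56 from edgeR's quasi-likelihood test, 0.319 from its exact test and 0.00554 from DESeq2. In MSCs, mean RPKM was 0.11 ± 0.246 (SD, n = 5) and 0.104 ± 0.233, with counts in 1 library of each genotype. In MNCs it was 9.95 ± 8.14 (SD, n = 4) and 23.2 ± 29.6 (exact permutation p = 0.6). 

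**Figure D3:**
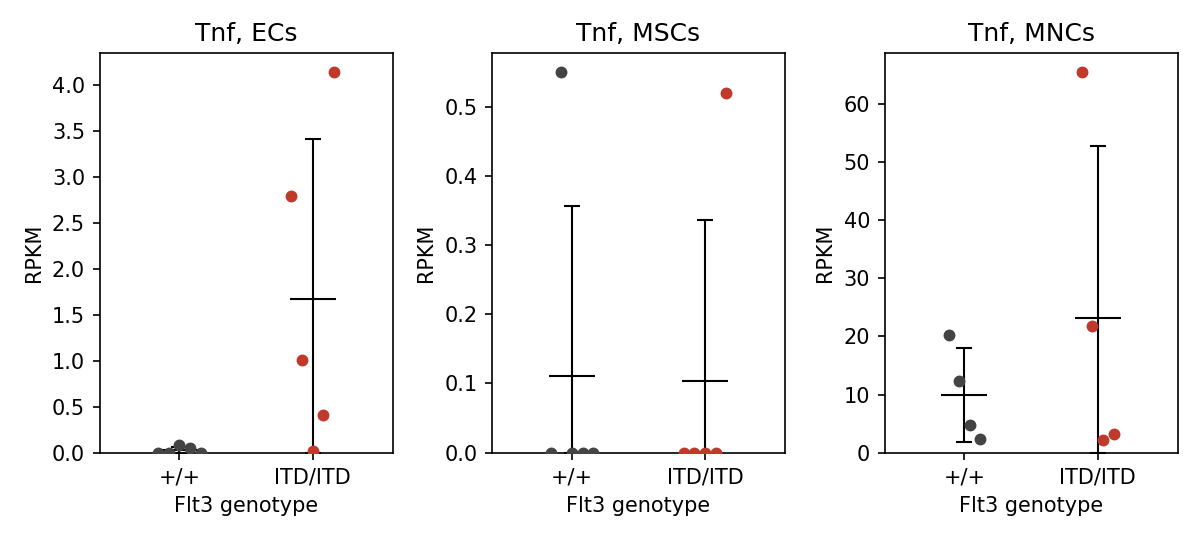
RPKM of Tnf (y axis, on a different scale in each panel) in *Flt3+/+* and *Flt3 ITD/ITD* ECs, MSCs and MNCs (x axis). Points are libraries, the horizontal mark is the mean and bars are the SD, ending at 0. Mean RPKM in ECs was 0.026 and 1.67.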

Notably, serum levels of TNF were not increased in *Flt3^ITD/ITD^* mice (Fig. 7 D), suggesting that the up-regulation of *Tnf* in BM endothelial cells might result in a local effect. 

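Of 200 genes written for TNF signaling, 153 were tested in ECs and 96 of these were higher in *Flt3 ITD/ITD* mice. Their mean log2 fold change exceeded that of the other genes by 0.15 (camera, adjusted p = 0.138). With a score of pan-leukocyte genes as a covariate, the difference was 0.38 (adjusted p = 0.00162). GSEA gave a score of 1.62 (adjusted p = 0.00367), and a rotation test that keeps mice as replicates gave an adjusted p-value of 0.619. In MSCs, 84 of the genes tested were higher and as many were lower, the difference was 0.16 (adjusted p = 0.502) and GSEA gave 1.06 (adjusted p = 0.354).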

In keeping with increased TNF signaling in the BM microenvironment, GSEA showed up-regulation of gene expression associated with TNF signaling in both ECs (Fig. 7 E) and MSCs (Fig. 7 F). Inflammation is known to be an important suppressor of HSC function (King and Goodell, 2011; Schuettpelz and Link, 2013), including TNF, which is notably one of the few known cell-extrinsic suppressors of HSCs (Pronk et al., 2011). We reasoned that the increased TNF expression in the BM of *Flt3^ITD/ITD^* mice might account for some of the suppression of HSCs observed. We therefore treated *Flt3^+/+^* and *Flt3^ITD/ITD^* mice with the clinically approved TNF inhibitor etanercept for 3 wk. Whereas the numbers of phenotypic HSCs were not affected in *Flt3^+/+^* mice (Fig. 7 G), they were significantly increased in *Flt3^ITD/ITD^* mice (Fig. 7 H). CD45.1 competitor HSCs analyzed 12 wk after transplantation of 5 × 10^5^ CD45.2 E15 *Flt3^ITD/ITD^* FL cells with 10^6^ WT CD45.1 BM competitor cells showed a similar increase after etanercept treatment, although the difference was not statistically significant (Fig. 7 I). Transplantation of BM cells from PBS or etanercept-treated *Flt3^ITD/ITD^* mice showed the expected lack of long-term engraftment in all PBS-treated mice (*n* = 9; Fig. 7 J). However, three of nine mice treated with etanercept showed sustained engraftment to 16 wk with no evidence of a loss of engraftment that would be anticipated if there was a cell-intrinsic deleterious effect of Flt3-ITD on HSCs (Fig. 7 J). This finding is in marked contrast to the lack of sustained engraftment in 24 recipient mice transplanted with 500,000 BM cells from non–etanercept-treated *Flt3^ITD/ITD^* mice (P < 0.01). Collectively, these data demonstrate that *Flt3^ITD/ITD^*-driven myeloproliferation creates a proinflammatory BM microenvironment, including overexpression of *Tnf* in BM niche cells, that causes cell-extrinsic suppression of non–Flt3-expressing HSCs.

**Figure 7.**
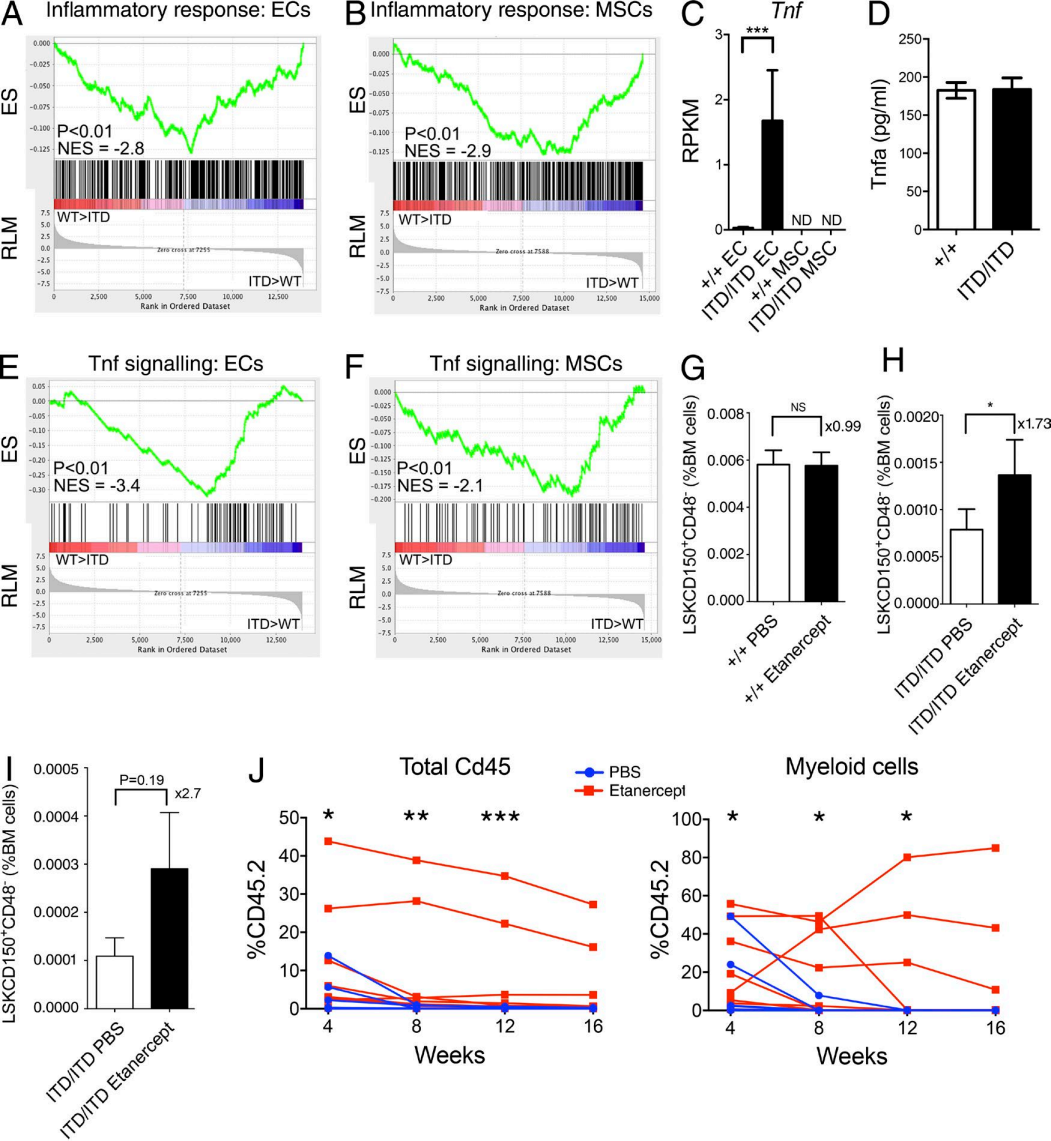
**Aberrant inflammation and TNF signaling cause HSC suppression in Flt3-ITD mice.** (A and B) GSEA comparing ECs (A) and MSCs (B) in *Flt3^+/+^* and *Flt3^ITD/ITD^* mice for inflammatory response–associated gene expression (five mice per genotype in two experiments). (C) Increased expression of *Tnf* in ECs from *Flt3^ITD/ITD^* mice (five mice per genotype). Adjusted p-value from edgeR analysis is shown. (D) Serum TNF-α levels in *Flt3^+/+^* and *Flt3^ITD/ITD^* 8–10-wk-old mice (two to three mice per genotype). (E and F) GSEA comparing ECs (E) and MSCs (F) in *Flt3^+/+^* and *Flt3^ITD/ITD^* mice for TNF signaling–associated gene expression (five mice per genotype). (G and H) Impact of 3 wk of etanercept treatment on numbers (percentage of total BM cells) of phenotypic (LSKCD150^+^CD48^−^) HSCs in *Flt3^+/+^* (G) and *Flt3^ITD/ITD^* (H) mice (*n* = 6–7 mice per group in two independent experiments). (I) Impact of etanercept treatment (compared with PBS treatment) on numbers of phenotypic competitor HSCs (CD45.1^+^LSKCD150^+^CD48^−^) in recipient mice 12 wk after transplantation of 5 × 10^5^ CD45.2 E15 FL cells (Flt3^ITD/ITD^) into CD45.1 WT recipients with 10^6^ WT CD45.1 BM competitor cells. Data are shown as mean (SEM) values (*n* = 6 mice per treatment group, two independent experiments). (J) Serial analysis of percentage CD45.2 chimerism in peripheral blood of recipient mice after transplantation of 500,000 unfractionated CD45.2 BM cells from *Flt3^ITD/ITD^* mice after 3 wk of treatment with PBS or etanercept (*n* = 9 mice per treatment group in two experiments). WT CD45.1 competitor cells (*n* = 200,000) were cotransplanted. Data are shown for total PBMCs (left) and Mac1^+^Gr1^−^ myeloid cells (right). P-values were generated using Mann–Whitney test to compare percentage of CD45.2 across all replicates for each time point. *, P < 0.05; **, P < 0.01; ***, P < 0.001. ND, not detected; NS, not significant.

## Discussion

In the present study, we demonstrated a progressive and gene dosage–dependent severe suppression of phenotypically and functionally defined HSCs in Flt3-ITD knock-in mice, in keeping with previous work (Chu et al., 2012). Several previous studies, including *Flt3*-Cre fate mapping, concluded that Flt3 protein as well as mRNA expression in normal mouse hematopoiesis initiates in MPPs rather than bona fide HSCs (Adolfsson et al., 2001; Christensen and Weissman, 2001; Buza-Vidas et al., 2009, 2011; Boyer et al., 2011). This would suggest that the mechanism through which Flt3-ITDs affect the HSC reservoir is unlikely to be intrinsic to HSCs. However, a recent study implied a previously unrecognized intrinsic impact of Flt3 in HSC homeostasis by concluding that the FLT3-ITD–induced HSC suppression is not extrinsically, but rather HSC-intrinsically, mediated in Flt3-ITD knock-in mice (Chu et al., 2012). The distinction between a cell-intrinsic or -extrinsic effect of Flt3-ITD on the HSC compartment is of considerable importance for understanding the role of Flt3 in normal hematopoiesis and the impact of Flt3-ITDs on HSCs in hematologic malignancies. We therefore investigated the possibility of HSC-intrinsic and -extrinsic impacts of Flt3-ITD through a combination of single-cell interrogation of *Flt3* expression in the phenotypically defined HSC compartment, functional assays, and examination of key components of the HSC niche.

If an HSC-intrinsic impact of Flt3-ITDs on HSCs were to explain the severe reduction in HSC numbers in Flt3-ITD mice, then the expectation would be that the Flt3 receptor is expressed in the large majority of HSCs, because the mutation cannot exert an intrinsic impact on HSCs when it is not expressed. Herein, using a highly sensitive nanofluidic approach to interrogate *Flt3* expression at the single-cell level, we found that only a small fraction of LSKCD150^+^48^−^ cells expressed *Flt3* mRNA, and at very low levels. Furthermore, this infrequent *Flt3* expression was inversely correlated with expression of several HSC-associated genes, including *Vwf*, a highly specific marker of platelet-biased HSCs (Sanjuan-Pla et al., 2013). Furthermore, single-cell gene expression analysis of Flt3-ITD mice suggested that the phenotypic HSC compartment is composed primarily of progenitor cells, with a selective depletion of *Flt3* mRNA–negative bona fide HSCs, which represent only a small minority of cells within the LSKCD150^+^48^−^ population in Flt3-ITD mice. Indeed, it has been widely recognized that LSKCD150^+^48^−^ cells (and any other phenotypically defined HSC population) also contain a substantial fraction of non-HSCs, and that the proportion of such contaminating non-HSCs within the phenotypically defined HSC compartment might be increased in genetically modified mice (Purton and Scadden, 2007), in particular if the fraction of bona fide HSCs is selectively depleted, such as described here in Flt3-ITD mice. This selective loss of *Flt3* mRNA–negative and Vwf-positive LSKCD150^+^48^−^ cells in Flt3-ITD mice suggests that the LSKCD150^+^48^−^ compartment in Flt3-ITD mice contains a much lower proportion of bona fide HSCs than in WT mice. This was further supported by the dramatic loss of long-term reconstituting activity of BM cells from Flt3-ITD mice as established through competitive transplantation experiments. These findings highlight the clear advantage of single-cell analysis to reveal cellular heterogeneity in phenotypically defined cell types that is not apparent at the cell population level (Wills and Mead, 2015), a finding that has potentially important implications for the analysis of other disease models.

It is not possible to exclude the possibility that some *Flt3* mRNA might be expressed below the limit of detection of the assays; however, our single-cell gene expression analysis did not provide any support for a HSC-intrinsic suppression of bona fide HSCs in Flt3-ITD mice, and we therefore explored the possibility of a cell-extrinsic mechanism. Although a competitive reconstitution assay (Purton and Scadden, 2007) is the only manner in which one can conclusively establish whether an observed reduction in HSC numbers is intrinsically or extrinsically mediated, reliable interpretation of the results depends entirely on a comparable number of genuine HSCs being transplanted from the genetically modified and control WT mice. The extent of contaminating non-HSCs might be altered extensively in genetically modified mice, in particular if such non-HSCs are expanded compared with the WT setting or if the true HSCs are selectively depleted, as specifically demonstrated to be the case in Flt3-ITD mice through single-cell gene expression analysis. Thus, when HSC numbers as well as the HSC functional readout are already severely affected by a mutation such as *Flt3-ITD*, transplantation of equal numbers of functional HSCs is difficult if not impossible to achieve. Failure to take this heterogeneity into account can lead to false assumptions in the experimental design and incorrect interpretation of data. Consequently, transplantation of equal numbers of phenotypic HSCs will in reality result in transplantation of markedly lower numbers of functional HSCs from Flt3-ITD versus WT mice (Chu et al., 2012). In light of this, such a competitive assay must therefore be performed before a significant HSC phenotype has been acquired, through establishing BM chimeric mice either before the mutation is induced (requiring, unlike here and in the studies of Chu et al. [2012], a mouse model with an inducible mutation) or before the HSC phenotype has been acquired. In our case, this was possible by establishing BM chimeras with E15 FL cells, at which time the number of LSKCD150^+^48^−^ cells was unperturbed, likely because this is before the development of overt myeloproliferative disease in Flt3-ITD mice (Mead et al., 2013). Furthermore, FL HSCs are extremely robust at engraftment (Bowie et al., 2007), and it is a frequently observed phenomenon in the literature that FL HSCs can sustain high-level engraftment in mouse models associated with a postnatal HSC defect (Jones et al., 2015). Through this approach, we were able to provide definitive evidence of a marked cell-extrinsic effect of Flt3-ITDs on the HSC compartment, as WT competitor LSKCD150^+^48^−^ cells were dramatically reduced in the presence of competing Flt3-ITD–expressing cells, in fact more extensively than LSKCD150^+^48^−^ cells in the Flt3-ITD donor cells in the same mice, a finding in further support of LSKCD150^+^48^−^ cells in Flt3-ITD mice being relatively depleted of genuine HSCs and most compatible with the observed HSC suppression in Flt3-ITD mice being mediated fully cell-extrinsically. Importantly, if in fact HSCs were already somewhat reduced in the FL of Flt3-ITD mice, we would if anything have underestimated the level of cell-extrinsic suppression of HSCs in the competitive transplantation experiments performed. Distinguishing between a cell-extrinsic and -intrinsic impact of Flt3-ITD on HSCs is crucial, as it has extensive implications for the understanding of Flt3 as a key regulator of normal hematopoiesis and the impact and therapeutic targeting of FLT3-ITD mutations in hematologic malignancies. Our findings are in line with results from other models of hematologic malignancies (Schepers et al., 2013) and human disease (Colmone et al., 2008), supporting an extrinsic impact of some hematopoietic tumors on HSCs.

We also explored the possible mechanistic basis of the HSC-extrinsic suppression of HSCs in Flt3-ITD mice through analysis of key cellular components and molecular determinants of the HSC niche. We found a two- to fivefold reduction in the numbers of MSCs and ECs in the BM of Flt3-ITD mice, both niche cell populations suggested to be critical for the regulation of HSCs (Morrison and Scadden, 2014). Moreover, ECs and MSCs in Flt3-ITD mice demonstrated aberrant gene expression, consistent with increased apoptosis and impaired EC homeostasis. Analysis of total BM MNCs also revealed dysregulation of genes implicated in angiogenesis. In addition, mediators of inflammation known to be associated with suppression of HSCs, such as TNF-α (King and Goodell, 2011; Pronk et al., 2011), were overexpressed by ECs in Flt3-ITD mice. Furthermore, several inflammatory mediators are known to increase TNF expression in endothelial cells (Ranta et al., 1999; Imaizumi et al., 2000). Inflammation and TNF signaling have also been directly implicated in the disruption of BM microenvironment and hematopoiesis in patients with a range of myeloid malignancies (Chen et al., 2016; Koschmieder et al., 2016), including elevated TNF levels in patients with AML (Sanchez-Correa et al., 2013), correlating with high leukocyte count and resistant disease (Tsimberidou et al., 2008). We therefore treated Flt3-ITD mice with a clinically approved anti-TNF therapy (etanercept), which resulted in a partial rescue of the HSC phenotype in Flt3-ITD mice, as confirmed in functional, competitive HSC repopulation assays. Because etanercept treatment only partially rescued the HSC defect in Flt3-ITD mice, it is likely that other mechanisms of HSC repression, including other inflammatory mediators, might also play a role. Collectively, we observed both quantitative (reduction in numbers of ECs and MSCs) and qualitative (inflammation and TNF signaling) disruption of the BM microenvironment in Flt3-ITD mice, which likely underlie the observed extrinsic suppression of HSCs, in agreement with other studies implying that hematologic malignancies dysregulate HSC niches (Schepers et al., 2015).

Although genetically engineered mouse lines are imperfect model systems for human malignancies, our findings do raise several potentially highly relevant issues for the understanding of human AML biology. Because only HSCs are capable of long-term propagation of the Flt3-ITD clone (Chu et al., 2012), this is to our knowledge the first demonstration of a tumor model that is dependent on propagation by a stem cell compartment which carries the relevant DNA mutation but nevertheless does not express the mutant protein. Consequently, acquisition of the mutation by a HSC will have no intrinsic impact on the cell, exerting neither positive nor negative selection pressure. Although at a cell population level FLT3-ITD mutations are not easily detectable in preleukemic HSCs (Jan et al., 2012), it remains fully possible that rare HSCs might still carry the mutation, which upon subsequent differentiation and FLT3-ITD protein expression would confer a clonal advantage in a progenitor population, as here demonstrated for Flt3-expressing MPPs. Indeed, there is ample support for such FLT3-expressing progenitor populations being transformed to become leukemic stem cell populations in patients with AML (Goardon et al., 2011). The clinical use of small-molecule inhibitors of FLT3 signaling has in general been disappointing in AML (Kayser and Levis, 2014), with frequent acquisition of resistance causing mutations in patients demonstrating an initial response (Smith et al., 2012). This suggests that inhibitor-insensitive FLT3-ITD mutated cells, potentially because they do not express the mutant protein, remain in responding patients, acting as a reservoir for the acquisition of additional mutations (Smith et al., 2012). Given the lack of expression of the mutant protein, such mutant HSCs would not have a competitive advantage at the HSC level, but would nevertheless be very relevant for the initiation of AML and propagation of relapse, because they would not be targeted by FLT3 inhibitors. Studies of leukemic stem cell populations would be insufficiently sensitive to detect such extremely rare cells, and further studies on larger patient cohorts to explore this possibility with single-cell resolution are therefore warranted.

## Materials and methods

### Animals

All mice were bred and maintained in accordance with UK Home Office regulations, and experiments were conducted after approval by the University of Oxford Animal Welfare and Ethical Review Body (project license 30/3103). Flt3-ITD knock-in mice on C57BL/6 background have been previously described (Lee et al., 2007; Kharazi et al., 2011). Homozygous (*Flt3^ITD/ITD^*) and heterozygous (*Flt3^ITD/+^*) Flt3-ITD mice were studied as specified. Vwf-EGFP mice have been previously described (Sanjuan-Pla et al., 2013) and were on a C57BL/6 background. Mice were analyzed with littermate controls of the appropriate genotype when available and as specified.

### FACS

Specific details of mouse antibodies and viability dyes used for flow cytometry analysis are shown in Table S2. All antibodies were used at predetermined (titrated) optimized concentrations. Cell acquisition and analysis were performed on a four-laser LSRII (BD) using FlowJo software (Tree Star). Myeloid progenitor populations were identified as previously described (Kharazi et al., 2011). Cell sorting was done on a BD FACSAria II cell sorter. Cells used in cell sorting experiments were not enriched and were stained after initial Fc-block incubation. Gates were set using a combination of fluorescence-minus-one controls and also populations that are known to be negative for the antigen.

### Competitive transplantation assay

Congenic CD45.1 and CD45.2 WT C57BL/6 mice were used as controls and recipients in transplantation experiments. Adult (8–10-wk-old mice) BM transplantation was performed using 500,000 donor CD45.2 BM cells, or purified cell populations as indicated, from *Flt3^+/+^* or *Flt3^ITD/ITD^* mice along with 200,000 CD45.1 WT competitor cells. FL transplantations used 500,000 donor *Flt3^+/+^* or *Flt3^ITD/ITD^* CD45.2 FL cells with 1,000,000 CD45.1 WT BM competitor cells. Cells were injected into tail veins of lethally irradiated (900 cGy) recipient CD45.1 mice. Flow cytometric analysis of CD45.1 and CD45.2 reconstitution and donor-derived lineage and progenitor reconstitution were assessed 12 wk after transplantation as indicated and previously reported (Kharazi et al., 2011).

For etanercept treatment, 8-wk-old WT C57BL/6J and *Flt3^ITD/ITD^* mice were injected intraperitoneally with PBS or etanercept (Pfizer) at a dose of 10 mg/kg body weight three times a week for 3 wk before BM cells were collected for transplantation. For etanercept treatment of transplanted mice, 500,000 unfractionated WT or Flt3-ITD E15 FL cells (CD45.2 allotype) were intravenously injected along with 1,000,000 WT unfractionated CD45.1 BM cells into lethally irradiated CD45.1 recipients (900 cGy, split dose). Transplanted mice were injected intraperitoneally with PBS or etanercept (Pfizer) at a dose of 10 mg/kg body weight three times a week from 6 wk posttransplantation until the final analysis. Peripheral blood reconstitution was monitored at 4, 8, and 12 wk after transplantation. 12 wk after transplantation, phenotypic analysis of BM HSCs was performed.

### In vitro HSC survival assay

Single LSKCD150^+^48^−^ HSC-enriched cells or LSKFlt3^high^ LMPPs were preincubated in 10 µl Stemspan SFEM (STEMCELL Technologies) supplemented with 100 ng/ml mouse SCF, 100 ng/ml human FLT3L, or no cytokines as indicated for 5 d. Next, an additional 10 µl medium containing a highly proliferative cytokine cocktail was added into each well. Final concentrations of cytokines for all cells were 50 ng/ml mSCF, 50 ng/ml FLT3L, 5 ng/ml human thrombopoietin, 5 ng/ml murine IL-3, 10 ng/ml murine GM-CSF, and 10 ng/ml human G-CSF. After an additional 10 d of incubation at 37°C, 98% humidity, and 5% CO_2_, wells were analyzed under an inverted light microscope for cells that had undergone at least one cell division.

### Preparation of single-cell suspension of stromal cells

For preparation of BLCs, femurs and tibias were harvested, cleaned of excess muscle tissue, and placed into PBS/5% FCS. Bones were crushed in a mortar, and BM was removed for separate processing of central BM. The bones were fragmented with scissors and transferred to a 15-ml tube (Falcon). Bones were spun down, and excess PBS/FCS was removed. Cells were isolated by incubation at 37°C with type I collagenase (3 mg/ml; Worthington Biochemical Corporation) for 45 min with rotation in DMEM with 10% FCS. The cell suspension was collected by passing through a 70-µm cell strainer. Collagenase was then added for a further 45 min. Cells were collected and washed in PBS/5% FCS/2 mM EDTA to reduce clumping.

For analysis of central BM stromal cells, BM cells were incubated at 37°C with type IV collagenase (2 mg/ml; Worthington Biochemical Corporation) for 20 min with rotation in DMEM with 10% FCS, and RBCs were lysed with ammonium chloride solution (STEMCELL Technologies) at room temperature for 10 min. Subsequently, CD45^+^ cells were depleted with anti-CD45 MicroBeads (Miltenyi Biotec). Cells were collected and resuspended in PBS/5% FCS/2 mM EDTA for FACS analysis.

### Multiplex quantitative real-time PCR analysis of single cells and cell populations

For cDNA synthesis and preamplification of target genes, CellsDirect One-Step qRT-PCR kit (Invitrogen) was used. Cells were sorted directly into PCR plates or 0.2-ml PCR tubes containing 2.5 µl gene-specific 0.2× TaqMan gene expression assays (Applied Biosystems), 5 µl CellsDirect 2× Reaction mix (Invitrogen), 1.2 µl CellsDirect RT/Taq mix, 1.2 µl TE buffer, and 0.1 µl SUPERase•In RNase Inhibitor (Ambion) to a total volume of 10 µl. For single cells, the reaction volume was reduced to 5 µl. Conditions for reverse transcription and target gene amplification were 15 min at 50°C; 2 min at 95°C; and 22 cycles of 95°C for 15 s and 60°C for 4 min. Preamplified products were diluted 1:5 in TE buffer and analyzed on Dynamic Array (Fluidigm) using the following PCR cycling conditions: 95°C for 10 min and 40 cycles of 95°C for 15 s and 60°C for 60 s. Data were analyzed using the ΔCt method; results were normalized to *Hprt* expression for cell populations and *Gapdh* expression for single-cell analysis and expressed as relative expression level. Single cells not expressing *B2m*, *Hprt*, or *Gapdh* were excluded from the analysis. For t-SNE analysis, single-cell expression data were aggregated, and genes with zero variance were excluded from the analysis. The Ct value range was truncated to a maximum value of 40, in excess of the maximum recorded Ct. The t-SNE (van der Maaten and Hinton, 2008; van der Maaten, 2014) transformation was performed in Matlab (v. R2015a, 8.5.0.297613) using all 96 murine genes included in the gene expression analysis, and transformed data were plotted in R. Cells were hierarchically clustered on the basis of their expression profiles. The resulting dendrogram was used to identify two major clusters of cells. The deviation of the frequency of each population from a uniform partitioning between the two clusters was assessed by means of binomial tests. Details of TaqMan assays used are shown in Table S3.

### Nanofluidic cell capture and single-cell gene expression analysis

Cell capture and target preamplification were performed using the C1 system (Fluidigm) according to the manufacturer’s instructions, using forward, 5′-GTGGCCAAAGGCATGGAATT-3′, and reverse, 5′-TGGGTGACCAACACATTCCT-3′ primers (Fluidigm DELTAgene assays). Real-time PCR was performed on preamplified material from single cells using the BioMark 96.96 Dynamic Array platform (Fluidigm).

### RNA sequencing

Samples for RNA sequencing were prepared using the SMARTer Ultra Low RNA kit for Illumina Sequencing (Takara Bio Inc.) according to the manufacturer’s instructions as previously described (Böiers et al., 2013; Woll et al., 2014). In brief, cDNA libraries were prepared from 100 (EC and MSC) or 200 (MNC) cells, with four to five biological replicates from each genotype. Cells were sorted directly into lysis buffer supplemented with RNase Inhibitor (Takara Bio Inc.). cDNA libraries were prepared according to manufacturer instructions with 15 cycles of amplification. Amplified cDNA libraries validated with a distinct peak spanning 400–9,000 bp in size as measured by High Sensitivity DNA kit (Agilent Technologies) on Agilent 2100 Bioanalyzer were further processed for RNA sequencing. Libraries were prepared for Illumina sequencing using the Nextera XT DNA Sample Preparation kit (Illumina) using the manufacturer’s recommended protocol. The size of the amplified fragments was confirmed by Agilent DNA1000 kit (Agilent Technologies). Four to five samples with different indexes were pooled per lane and sequenced on a HiSeq2000 (Illumina) generating single-end, 51-bp reads. After quality control analysis, reads were aligned using Bowtie (Langmead et al., 2009) against the murine transcriptome (mouse NCBI build38 [mm10] UCSC transcripts). Non–uniquely mapped reads were discarded. Expression levels of all genes were quantified using RSEM with default parameters (Li and Dewey, 2011). The estimated read count for each gene generated by RSEM was used for statistical calculation of global differential gene expression between specified populations using DESeq2 (Anders and Huber, 2010) and edgeR (Robinson et al., 2010) packages. Genes were considered differentially expressed between populations at an adjusted p-value <0.1 from either DESeq2 or edgeR and log_2_ fold change of reads per kilobase of transcript per million mapped reads (RPKM) values ≥1. The RPKM values estimated by RSEM were used when investigating the expression of specific genes. Hierarchical clustering and principal components analysis were performed in R. The *pheatmap* function was used to generate the heatmap and the *prcomp* function was used for PCA analysis on the log-transformed RPKM values. GSEA analysis (Subramanian et al., 2005) was performed using GSEA software (http://www.broadinstitute.org/gsea). Pathways enrichment analysis was performed using MetaCore software (Thomson Reuters). Data files have been uploaded to GEO database (accession no. GSE63206).

### Immunohistochemistry

Femoral bones were cryoembedded in OCT compound and sectioned at 8-µm thickness. Sections were fixed with methanol for 15 min and blocked with a protein blocker (Dako). Specimens were then incubated with goat anti–VE-cadherin antibody (R&D Systems) followed by donkey anti–goat IgG antibody conjugated to Alexa Fluor 488 (Molecular Probes) and nuclear staining. Images were acquired with a confocal laser-scanning microscope (FV1000; Olympus). Blood vessel perimeters were measured using ImageJ (NIH).

### ELISA

Mouse serum samples were collected from peripheral blood clotted for 2 h at room temperature by centrifuging for 20 min at 2,000 *g*. Samples were assessed by murine TNF ELISA kits (Abcam) according to the manufacturer’s instructions. Optical density measurements were determined using a microplate reader (SpectraMax M2e; Molecular Devices) set to 450 nm with wavelength correction set to 570 nm.

### Statistical analysis

Unless otherwise indicated, the statistical significance of differences between samples was determined using a Student’s *t* test for normally distributed data and Mann–Whitney test for non–normally distributed data.

### Online supplemental material

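MetaCore sorts a list of genes into networks and maps that its makers have curated, and asks whether a network holds more of the listed genes than drawing at random would give. Table S1 gives for each network its size, the p-value, the false discovery rate and the network objects found among the differentially expressed genes. An object can stand for a single gene, a complex or a family, and only single genes were examined here. MetaCore itself was not run. Among EC objects for blood vessel morphogenesis, Bmp4 had a mean RPKM of 45.8 ± 15.7 (SD, n = 5) in *Flt3+/+* and 12.9 ± 6.79 in *Flt3 ITD/ITD* ECs, with all 5 *Flt3 ITD/ITD* libraries below all *Flt3+/+* libraries (exact permutation p = 0.00794). Its adjusted p-value was 0.72 from edgeR's quasi-likelihood test and 0.0113 from DESeq2. Ednrb was 58.9 ± 27.9 (SD, n = 5) and 59.3 ± 23.4, a difference smaller than the spread between mice.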

Table S1 shows metacore analysis of ECs and MSCs. Table S2 lists the antibodies used. Table S3 lists the TaqMan assays used.

## Supplementary Material

Table S1 (Excel file)

Table S2 (Excel file)

Table S3 (Excel file)

How the deposited data were processed for this re-analysis (not part of the article)

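RNA was measured in sorted ECs, MSCs and MNCs from *Flt3+/+* and *Flt3 ITD/ITD* mice aged 8 to 10 wk, with 100 cells per EC or MSC library and 200 per MNC library. There were 5 mice per genotype for ECs and MSCs and 4 for MNCs. Each library was assigned to its population, genotype and replicate from its label. Libraries with the same replicate number were not treated as coming from the same mouse.

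The authors deposited estimated read counts (counts) from RSEM as whole numbers without normalization, after aligning single-end reads to mm10 transcripts with Bowtie and discarding reads that mapped to more than 1 place. The authors deposited RPKM (rpkm) for the same genes and libraries, printed to 2 decimals. Counts were used for every test of differential expression. RPKM were used for the fold rule, for the principal component analysis and for the values of single genes. Gene positions are those of GRCm38, the build of the authors' transcripts.

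All computations were made in R 4.3.3. The main test was the quasi-likelihood test of edgeR 4.0.16 with TMM normalization and the package's filter on low counts, without covariates. Standard errors of log2 fold changes were derived as the size of the change divided by the square root of that test's F statistic. A gene was called at an adjusted p-value below 0.1 and a log2 ratio of mean RPKM of at least 1 in size, as in the paper's methods. Counts of listed genes used the adjusted p-value alone. DESeq2 1.42.0 and edgeR's exact test were run as alternatives. The paper used DESeq2 and edgeR and called a gene that passed in either. Lists of genes were tested with camera from limma 3.58.1 on log2 CPM with a prior count of 1 and a preset correlation of 0.01, with a threshold of 0.05 on the adjusted p-value. GSEA was run with fgsea 1.28.0.

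Of 6 lists of genes, with 683 genes in all, each was written by hand for a topic the paper names, and 12 lists of marker genes were written for cell types, sex and dissociation. A list of 50 interferon response genes was written later, after 3 genes had been seen to differ in all 3 populations. Single genes named in the text are those the paper names from this experiment, Flt3, genes of Table S1, and for each population up to 3 genes with the largest rise and fall among called genes whose values did not overlap between genotypes. Any other gene named was chosen after its values were seen.

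Single values were compared with exact two-sided permutation tests across mice. Every count of genes and every list was also recomputed after the libraries were divided in other ways into groups of equal size. The tests were checked on simulated data with the dispersions that edgeR estimated from these libraries, which may favor edgeR over DESeq2. There were 200 genes changed 16-fold or 4-fold, and a list of 60 further genes changed by less, which also counted as changed. All were drawn from genes above a minimum mean count, so recovery of genes near the floor was not checked. The quasi-likelihood test recovered 50% of genes changed 16-fold in ECs, 71% in MSCs and 100% in MNCs. Of genes changed 4-fold it recovered 14%, 42% and 76%. Of the genes it called, 9.72%, 2.54% and 6.4% were unchanged in the simulation, and for DESeq2 the shares were 67%, 59.7% and 36.6%. DESeq2 recovered 76%, 87% and 100% of genes changed 16-fold and 42%, 62% and 90% of genes changed 4-fold.

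Depth ranged from 6377013 to 33880743 counts per library, and 3 counts were taken as the floor. Alternatives covered the test, the normalization, the filter on low counts, the fold rule, a block for replicate number, a leukocyte score as covariate, the list test, the pseudocount and scaling of the principal component analysis, and leaving out each library in turn. MetaCore was not run. Results for some genes are not reported here. Cell counts, surface staining, serum TNF and transplantation were not analyzed here.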

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

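In this part, the tests of Flt3 against the pan-leukocyte score, of the number of genes detected in MSC libraries, and of the interferon response list by regrouping, by library, by covariate and by correlation were chosen after the result they bear on had been seen. Outlying libraries were sought in 82 groups and found in 7, where chance gives about 5% of groups.

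One *Flt3 ITD/ITD* EC library, replicate 2, had a pan-leukocyte score of 4.33, while the other 4 lay between -1.16 and -0.13. In that library, 103 genes were raised at least 8-fold over every other EC library, and 92 of them (89.3%) are higher in MNCs than in ECs, compared with 42.6% of other genes (Fisher's exact test, p = 5.28e-23). It held 778 counts of Ptprc, where no other EC library had more than 3. Blood cells in the sorted EC fraction are a candidate explanation. The *Flt3 ITD/ITD* MSC library with the highest score, replicate 5 (3.58), showed the same pattern, with 26 of 29 raised genes higher in MNCs (Fisher's exact test, p = 1.62e-05). Replicate 5 of the *Flt3+/+* MSCs had a score of 1.98 and was not examined in this way. Transcripts of blood cells in MSC libraries may thus not be confined to *Flt3 ITD/ITD* mice.

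The *Flt3+/+* MSC library of replicate 1 had a total of 12300624 counts, while the others had at least 29185077, and 15235 genes detected, while the others had at least 16071. When all MSC libraries were thinned to the smallest total, its gap to the next library fell from 836 to 98 genes, a share of 0.242 of the range, so depth is a candidate explanation. The *Flt3 ITD/ITD* MSC library of replicate 4 had 14881 genes detected, while the others had at least 15740. Thinning left a gap of 876 genes, compared with 859 before, although as a share of the range it was 0.425. Depth does not account for that library, and no biological explanation was tested.

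Thpo had an RPKM of 0.58 in replicate 4 of the *Flt3+/+* ECs and at most 0.03 in the others. Tnf had an RPKM of 0.55 in replicate 2 of the *Flt3+/+* MSCs and of 0.52 in replicate 5 of the *Flt3 ITD/ITD* MSCs and was listed at 0 in the others. Counts that are at least 100 in 1 library and at most 3 in another of the same group were common in these populations. For each pair of libraries, their share was taken among genes with at least 100 counts in either. The median share over pairs was 6.17% to 9.58% in groups of 100-cell libraries, compared with 0.426% to 0.451% in groups of 200-cell libraries. The ratio of the lowest of the former to the highest of the latter was 13.7, and 10.2 after thinning to equal depth. Depth does not account for the difference. The number of cells cannot be told apart from the population, because only MNC libraries had 200 cells.

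The effect of genotype differed between ECs and MSCs for Akr1c14, on chromosome 13 (interaction 9.44 on the log2 scale, standard error 1.16, adjusted p = 0.00227, 1 of 15174 genes tested). Mean RPKM was 24.7 and 33.6 in ECs and 4.49 and 0.006 in MSCs, and all 5 *Flt3 ITD/ITD* MSC libraries lay below all *Flt3+/+* libraries. With any 1 library left out, the unadjusted p-value was at most 6.88e-07. The other 8 genes of the Akr1c family summed to 0.492 CPM in *Flt3+/+* and 6.27 CPM in *Flt3 ITD/ITD* MSCs (exact permutation p = 0.111), so reads moving to paralogs would have the direction seen but did not pass the test. In 33 of 100 divisions of the libraries, as many genes or more passed, so a count of 1 gene is what chance gives. That count does not take the size of the p-value into account.

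For Tnf the interaction was 6.24 (unadjusted p = 0.0395, adjusted p = 0.0988 over the 5 genes named by the paper and 0.563 over all genes). With 1 library left out, the unadjusted p-value ranged from 0.00218 to 0.583, without replicate 5 of the *Flt3 ITD/ITD* MSCs and replicate 2 of the *Flt3+/+* MSCs. These are the only MSC libraries with counts of Tnf, 9 and 30, so the comparison depends on few counts in MSCs. For Vcam1 the interaction was -1.80 (unadjusted p = 0.0163, adjusted p = 0.0815 over the same 5 genes and 0.467 over all genes), and the unadjusted p-value was at most 0.036 with any 1 library left out. A difference between the populations is a hypothesis for Vcam1 that does not hold over all genes.

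Flt3 had counts of 148 in replicate 3 and 63 in replicate 5 of the *Flt3 ITD/ITD* ECs and at most 1 in every other EC library. The paper does not discuss it in its text, although Table S1 lists FLT3 as an EC object. Thinned to the smallest total, 2 libraries stayed above the floor, so depth does not account for it. The library with the highest pan-leukocyte score had a Flt3 count of 0, so the cells that raised that score are not the source. A few cells of another kind were not tested, and the genotypes did not differ across mice in ECs (exact permutation p = 0.286). In MSCs, 3 of 5 *Flt3 ITD/ITD* libraries held Flt3, with at most 22 counts, and no *Flt3+/+* library did (exact permutation p = 0.167). In MNCs, mean RPKM of Flt3 was 4.74 ± 2.44 (SD, n = 4) and 10.85 ± 3.23 (exact permutation p = 0.0571). Its adjusted p-value in MNCs was 0.415 from edgeR's quasi-likelihood test and 0.0889 from DESeq2.

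Among genes that the paper does not discuss, a list of 50 interferon response genes, from which H2-K1 and Slfn9 were left out, was higher in *Flt3 ITD/ITD* mice in ECs (difference in mean log2 fold change 0.638, adjusted p = 1.32e-06, 39 of 50 genes higher), MSCs (0.743, adjusted p = 1.8e-05, 33 of 47) and MNCs (0.128, adjusted p = 0.0181, 34 of 50). It was written after 3 genes had been seen to differ in all 3 populations, and 1 of its genes, Eif2ak2, had already been examined. Table S1 also lists a network for interferon gamma in ECs. The camera test presets the correlation between genes, so tests across mice were added.

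In ECs, the mean score was 5.63 ± 0.164 (SD, n = 5) in *Flt3+/+* and 6.25 ± 0.159 in *Flt3 ITD/ITD* mice, and all 5 *Flt3 ITD/ITD* libraries lay above all *Flt3+/+* libraries (exact permutation p = 0.00794). The p-value was 0.0016 with the correlation between genes estimated, 3.83e-06 with the pan-leukocyte score as covariate and at most 2.04e-05 with any 1 library left out. The real division gave the smallest p-value of 100 divisions (1 of 100), and of the 16 that part all same-numbered pairs (1 of 16, which cannot go below that share). An interferon response in *Flt3 ITD/ITD* ECs is a hypothesis that these tests leave standing.

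In MSCs, 2 of 5 *Flt3 ITD/ITD* libraries lay above all *Flt3+/+* libraries (exact permutation p = 0.135). The p-value was 0.0233 with the correlation estimated, 1.17e-05 with the covariate and at most 0.00115 with any 1 library left out, but 5 of 100 divisions gave a result as large (1 of the 16 that part all pairs). In MNCs, 17 of 35 divisions did, and 6 of 8 that part all pairs, with an exact permutation p of 0.6, a p-value of 0.479 with the correlation estimated, of at most 0.508 with any 1 library left out and of 0.0164 with replicates 1 and 2 against 3 and 4 as block. The effect in MNCs is what chance gives, and that in MSCs cannot be told apart from chance. Whether it differs between populations was not tested.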

How the results depend on the processing

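Unless stated, the alternatives below were set before the data were examined. A covariate for Xist and a block for MNC replicates 1 and 2 against 3 and 4 were chosen after seeing the data.

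The number of genes called depended most on the test. In ECs (1 gene), MSCs (4) and MNCs (2), DESeq2 called 362, 197 and 327 genes, as did the quasi-likelihood test or DESeq2 (362, 197 and 327). The exact test of edgeR called 16, 20 and 148, and the exact test or DESeq2 called 362, 197 and 329. One fit of all 6 groups gave 275, 18 and 6. A block for replicate number gave 0 genes in each, where correlations between same-numbered libraries were at most 0.043 in size, and TNF signaling in ECs did not pass with it (adjusted p = 0.104). An adjusted p-value below 0.05 gave 0, 2 and 0 genes. Without the filter on low counts there were 0 in ECs, 2 in MSCs and 3 in MNCs. With a mean RPKM of at least 1 there were also 0, 2 and 3. The robust fit gave 0 in ECs. The leukocyte covariate gave 0 in ECs and 2 in MSCs, as did the Xist covariate (0 and 2). The MNC replicate block gave 0 genes. With 1 library left out, the count was 0 in every EC fit, from 0 to 2 in MSCs and from 0 to 1 in MNCs. The cause was not tested. At an unadjusted p-value below 0.05 there were 616, 575 and 1447 genes.

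Of the 10 angiogenesis genes in MNCs (1 with an adjusted p-value below 0.1, without the fold rule), 9 passed with DESeq2, 6 with the exact test, 0 with the block for replicate number and 0 with the MNC replicate block. The 6 leave out Tnfsf15, which the filter on low counts removed. Without that filter its adjusted p-value by the exact test was 0.0722. Leaving out 1 library gave from 0 to 1. Of the Table S1 genes (0 passed), 7 in ECs and 4 in MSCs passed with DESeq2. Of the 8 comparisons of HSC regulators, 0 passed under all 5 alternatives and in all 20 fits without 1 library, with 1 at an unadjusted p-value below 0.05. For 1 gene in all 3 populations against 0, DESeq2 was the setting. The interaction between ECs and MSCs (1 gene) gave 449 genes with DESeq2 and from 1 to 4 with 1 library left out. The cause was not tested.

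Tnf in ECs kept its direction throughout, with a log2 fold change from 5.25 to 7.04 across fits without 1 library, and DESeq2 gave 6.14 (adjusted p = 0.00554). Over its alternatives the adjusted p-value ranged from 0.00554 to 1.0. Kitl in MSCs changed direction, from -0.26 to 0.62, across fits without 1 library.

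The first component (39.7% of the variance) held 36.5% with a pseudocount of 0.01, 37.5% with 0.1, 26.3% with scaled genes and 37.4% with log2 CPM, and from 37.6% to 41.2% with 1 library left out. The second (22.9%) held 21.5%, 22.0% and 17.1% under the first 3 of these and 22.2% over all expressed genes, and from 22.4% to 24.0% with 1 library left out. Of the 15 lineage genes, 14 passed with DESeq2 and 14 with *Flt3+/+* libraries only. The share of MNC variance between genotypes ranged from 20.9% to 31.5% with 1 library left out, with exact permutation p-values from 0.0286 to 0.286.

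Of the lists, cell killing in ECs gave a GSEA score of 1.93 (adjusted p = 0.00424, range over alternatives 0.00424 to 0.467), repair -1.47 (0.0419, range to 0.502) and TNF signaling 1.62 (0.00367). TNF signaling in ECs did not pass with an estimated correlation (adjusted p = 0.616), the fry rotation test (0.619) or a Reactome set (0.06, 0.857). It passed with the leukocyte covariate (0.38, adjusted p = 0.00162) and in 3 of 10 fits with 1 library left out, without replicate 4 of the *Flt3+/+* ECs (adjusted p = 0.031) and without replicates 2 (0.014) and 3 (0.0225) of the *Flt3 ITD/ITD* ECs. It ranged from 0.0654 to 0.28 over those 10 fits. Cell killing in MSCs (0.45) no longer passed with an estimated correlation (0.45, adjusted p = 0.0879), with the fry rotation test (0.45, 0.174) or without the filter on low counts (0.18, 0.134). It also did not pass without replicate 1 of the *Flt3+/+* MSCs (0.33, 0.135), and ranged up to 0.51 without another library. GSEA gave 2.10 (adjusted p = 0.0016). The VEGFR list in ECs (0.09) changed sign with GSEA (-1.09) and with a Reactome set (-0.01316). With 1 library left out it ranged from -0.0194 to 0.14. The inflammatory list in ECs ranged from -0.0257 to 0.15 with 1 library left out, and was 0.19 with the leukocyte covariate. EC differentiation in MSCs (-0.003864) changed sign without the filter (0.005927) and with the leukocyte covariate (0.009308). It was -0.02147 on log2 RPKM and ranged from -0.0162 to 0.13 with 1 library left out. TNF signaling in MSCs (0.16) changed sign with a Reactome set (-0.49) and without replicate 1 of the *Flt3+/+* MSCs (-0.0041), and passed without replicate 4 of the *Flt3 ITD/ITD* MSCs (0.34, adjusted p = 0.00369). The cause of these changes was not tested.

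The spread between 100-cell libraries limits the results in ECs and MSCs, where the simulated data showed lower recovery than in MNCs. Counts at or under 3 limit Tnf in ECs, Thpo in ECs and Tnfsf15 and Pdgfd in MNCs.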

Differences from the paper's values

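The paper reports 392 differentially expressed genes in ECs, and 1 was found here. With DESeq2, with either the quasi-likelihood test or DESeq2, and with either the exact test or DESeq2, there were 362, and with one fit of all 6 groups there were 275. These alternatives were set before the data were examined and came within 1.5-fold of the paper's number. The others set before the data were examined did not.

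The paper reports 308 genes in MSCs, and 4 were found here. None of the alternatives set before the data were examined came within 1.5-fold, and the closest was 197 with DESeq2. The paper reports 428 genes in MNCs, and 2 were found here. With DESeq2, or with either it or the quasi-likelihood test, there were 327, and with the exact test or DESeq2 there were 329, within 1.5-fold, and the other alternatives set before the data were examined were not. The paper's methods name DESeq2 and edgeR, with a gene called in either.

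The paper's first component holds about 26% of the variance in Fig. 6 A, read by eye, and 39.7% was found here. With scaled genes it was 26.3%. Each of the other alternatives to the log and filter (36.5%, 37.5%, 38.4% and 37.4%) and each fit without 1 MNC library also came within 1.5-fold. Leaving out an EC or MSC library did not.

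The paper states that Tnf is raised in ECs with an adjusted p-value from edgeR. Here the direction was the same and the adjusted p-value was 0.56 from the quasi-likelihood test and 0.319 from the exact test of edgeR, and with DESeq2 it was 0.00554. The paper states that vascular endothelial growth factor receptor signaling genes are reduced in *Flt3 ITD/ITD* ECs. The list used here gave 0.09, and GSEA on it gave -1.09 (adjusted p = 0.354). For cell killing and repair in ECs and TNF signaling in ECs, the direction was that of the paper and camera did not pass the threshold, while GSEA did (adjusted p = 0.00424, 0.0419 and 0.00367). For cell killing in ECs, the mean scores of all 5 *Flt3 ITD/ITD* libraries also lay above those of all *Flt3+/+* libraries. The paper states that inflammatory response genes are raised in ECs and MSCs and TNF signaling genes in MSCs. Here none of these lists passed with camera or GSEA on all libraries, and the smallest adjusted p-value for them by GSEA was 0.207. Without replicate 4 of the *Flt3 ITD/ITD* MSCs, TNF signaling in MSCs passed with camera (0.34, adjusted p = 0.00369). EC differentiation in MSCs did not pass with camera (adjusted p = 0.502) or GSEA (0.0658). Among the 10 genes of Fig. 6 G, 1 had an adjusted p-value below 0.1 here, and 9 did with DESeq2, without the fold rule.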

Other observations

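In this part, the tests of EC groupings, of EC genes called by DESeq2, of Tnf without 1 library, of blood cells for cell killing in MSCs, of the MNC replicates, of groupings of the lists and of the MNC angiogenesis genes without regard to replicate number, and of genes absent from one genotype were chosen after the result they bear on had been seen. Libraries were divided in 16 ways in ECs and MSCs and in 8 ways in MNCs that part all same-numbered pairs, and otherwise without regard to number. With 16 or 8 divisions the share cannot go below 1 of 16 or 1 of 8.

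In ECs, 4 of 16 divisions gave as many genes called by the quasi-likelihood test as the real one (14 of 100 without regard to number). In MSCs it was 1 of 16 (2 of 100) and in MNCs 1 of 8 (2 of 35). For DESeq2 the counts were 1 of 16 in ECs (7 of 50), 1 of 16 in MSCs (7 of 50) and 1 of 8 in MNCs (2 of 35). The median number of genes called by DESeq2 over the paired divisions was 279 in ECs, 137 in MSCs and 23 in MNCs, compared with 362, 197 and 327 for the genotypes. In ECs and MSCs, most of the number called by DESeq2 is what chance divisions give. In MNCs, the other division with as many genes by the quasi-likelihood test set replicates 1 and 2 against 3 and 4, which holds 2 libraries of each genotype on each side.

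With genotype as block, 26 genes were called between MNC replicates 1 and 2 and replicates 3 and 4, and 1746 had an unadjusted p-value below 0.05. Fos had at least 6099 counts in the former and at most 661 in the latter (exact permutation p = 0.0286). A difference between library batches is consistent with the 26 genes. It does not follow genotype, and all 10 angiogenesis genes had the paper's direction within both sets. For the angiogenesis genes, 1 of 8 divisions gave as many genes with an adjusted p-value below 0.1 (1 of 35), and with DESeq2 also 1 of 8 (1 of 35). These genes are the paper's own choice from the same libraries, which favors the division by genotype in advance. Neither these shares nor the shared directions can therefore count against chance.

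For the lists in ECs, a result as large came from 3 of 16 divisions for cell killing (8 of 100), 12 for VEGFR signaling (75), 5 for repair (10), 7 for inflammatory response (38) and 2 for TNF signaling (35). For MSCs it came from 1 of 16 for cell killing (1 of 100), 5 for EC differentiation (18), 7 for inflammatory response (71) and 15 for TNF signaling (90). For HSC regulators and Table S1 genes all 16 of 16 divisions in ECs and in MSCs gave as many, because 0 genes passed. Genes changed in all 3 populations numbered 0, as in all 100 of 100 divisions, with 3 at an unadjusted p-value below 0.05 in each. All 15 lineage genes passed in 1 of 100 permutations of population labels, the real one, which is the smallest share they can give.

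Those 3 genes, Gda (lower), H2-K1 and Slfn9 (higher), were named after their values were seen, and 1 of 100 divisions gave as many. H2-K1 rose from a mean RPKM of 636 to 896 in ECs and from 241 to 450 in MNCs (exact permutation p = 0.0238 and 0.0286) and also rose in MSCs (exact permutation p = 0.00794). None has an adjusted p-value below 0.1 by the quasi-likelihood test. None lies within 20 Mb of Flt3 (Fisher's exact p = 1), and 3 genes are few for such a test. Genes at an unadjusted p-value below 0.05 were near Flt3 as often as other genes, with Fisher's exact p-values of 0.737 in ECs, 0.732 in MSCs and 0.503 in MNCs, so DNA linked to the knock-in locus does not account for them.

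The genes called in ECs and MSCs had at most 1 count in every *Flt3 ITD/ITD* library and at least 27 in every *Flt3+/+* library. Genes with at most 1 count in every library of one genotype and at least 20 in every library of the other numbered 2 in ECs, 4 in MSCs and 2 in MNCs. As many came from 6 of 126 divisions in ECs, 1 of 126 in MSCs and 5 of 35 in MNCs. Counts that are all or none in single libraries therefore cannot be excluded as the source of those in MNCs. In ECs, 6 of 126 is just under 0.05 and other divisions gave as many, so the question stays open there. In MSCs no other division gave as many, which argues against such counts as the source, although 2 of the 4 genes overlap each other. Among genes called by DESeq2, all-or-none counts were as common as in sets of genes with the same mean counts in ECs (permutation over random sets of genes, one-sided, p = 0.6) and MNCs (permutation p = 0.8), and more common in MSCs (50.8% compared with 41.2%, permutation p = 0.001).

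For Tnf in ECs, the mean pan-leukocyte score was -1.09 in *Flt3+/+* and 0.382 in *Flt3 ITD/ITD* libraries, a difference that did not pass (exact permutation p = 0.0714). The log2 fold change without the library with transcripts of blood cells was 6.06. With every library thinned to the smallest total, the exact permutation p was 0.0476. Neither that library nor depth accounts for the rise in these tests. A few blood cells in other libraries are not excluded, because the score leaned the same way with few mice. A rise of Tnf in *Flt3 ITD/ITD* ECs is a hypothesis that these values leave standing. The immediate-early score in ECs did not differ between genotypes (exact permutation p = 0.508). The 4 EC libraries with the lowest immediate-early scores, which also had the lowest TNF signaling scores, were replicates 2 and 3 of both genotypes, so this difference between libraries is balanced over genotype and does not account for that list.

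For cell killing in MSCs, the camera adjusted p-value was 0.00333 with the leukocyte covariate and 0.00536 without genes of the marker lists, so blood cells do not account for it in these tests. Immediate-early scores were lowest in replicates 1 and 4 of the *Flt3+/+* MSCs (6.81 and 7.09) and replicate 4 of the *Flt3 ITD/ITD* MSCs (6.20). Their cell killing scores were also low (-0.16, 0.26 and 0.13), as was that of replicate 2 of the *Flt3 ITD/ITD* MSCs (0.25). The libraries with the lowest immediate-early scores are also those with high Xist counts, 2655, 6909 and 2484, while every other MSC library had at most 92. Sex and the difference in immediate-early scores therefore cannot be told apart in MSCs. Neither is balanced over genotype, and whether either contributes to the list was not tested. Of the Table S1 genes, 7 of 9 in ECs stayed at an unadjusted p-value below 0.05 without the library with the highest leukocyte score, compared with 8 to 9 without another library, and 7 of 10 in MSCs, compared with 9. Blood cells may account for part of that list.

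Xist and Y chromosome genes show libraries of both sexes in ECs and MSCs, and the Xist score did not differ between genotypes (exact permutation p = 0.54 in ECs and 0.389 in MSCs). Total counts did not differ either (exact permutation p = 0.865, 0.524 and 0.771 in ECs, MSCs and MNCs). By this test, depth does not account for the called genes. Each genotype had libraries of both sexes in ECs and in MSCs, and the genes called there were present in every *Flt3+/+* library and had at most 1 count in every *Flt3 ITD/ITD* library, so sex does not account for them.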
